# Transcriptomic Study on Ovine Immune Responses to *Fasciola hepatica* Infection

**DOI:** 10.1371/journal.pntd.0005015

**Published:** 2016-09-23

**Authors:** Yan Fu, Andreas L. Chryssafidis, John A. Browne, Jack O'Sullivan, Paul A. McGettigan, Grace Mulcahy

## Abstract

**Background:**

*Fasciola hepatica* is not only responsible for major economic losses in livestock farming, but is also a major food-borne zoonotic agent, with 180 million people being at risk of infection worldwide. This parasite is sophisticated in manipulating the hosts’ immune system to benefit its own survival. A better understanding of the mechanisms underpinning this immunomodulation is crucial for the development of control strategies such as vaccines.

**Methodology/principal findings:**

This *in vivo* study investigated the global gene expression changes of ovine peripheral blood mononuclear cells (PBMC) response to both acute & chronic infection of *F*. *hepatica*, and revealed 6490 and 2364 differential expressed genes (DEGS), respectively. Several transcriptional regulators were predicted to be significantly inhibited (e.g. *IL12* and *IL18*) or activated (e.g. *miR155-5p*) in PBMC during infection. Ingenuity Pathway Analysis highlighted a series of immune-associated pathways involved in the response to infection, including ‘Transforming Growth Factor Beta (TGFβ) signaling’, ‘Production of Nitric Oxide in Macrophages’, ‘Toll-like Receptor (TLRs) Signaling’, ‘Death Receptor Signaling’ and ‘*IL17* Signaling’. We hypothesize that activation of pathways relevant to fibrosis in ovine chronic infection, may differ from those seen in cattle. Potential mechanisms behind immunomodulation in *F*. *hepatica* infection are a discussed.

**Significance:**

In conclusion, the present study performed global transcriptomic analysis of ovine PBMC, the primary innate/adaptive immune cells, in response to infection with *F*. *hepatica*, using deep-sequencing (RNAseq). This dataset provides novel information pertinent to understanding of the pathological processes in fasciolosis, as well as a base from which to further refine development of vaccines.

## Author Summary

*Fasciola hepatica* (liver fluke) is not only of major health, welfare and economic importance in ruminants, but also an emerging zoonosis. This parasite is sophisticated in manipulating the host’s immune system to benefit its own survival. In this study we investigated global gene expression changes of the primary innate/adaptive immunity-related cells (peripheral blood mononuclear cells) from sheep pre- and post- infected with *F*. *hepatica*, which revealed the underpinning mechanisms behind various aspects of fluke-induced immunomodulation, including fibrosis, nitric oxide production, regulation of Toll-like receptors, apoptosis of immune cells, and Th17 differentiation. We hypothesis that activation of pathways relevant to fibrosis in ovine chronic infection, may differ from those seen in cattle. The dataset provided here provides information pertinent to understanding of the immune response to sheep fasciolosis. Due to the lack of studies on human fasciolosis, this information is also valuable for exploring human immune response to *F*. *hepatica* infection, as well as for further refine development of vaccines.

## Introduction

The trematode parasite *Fasciola hepatica* (liver fluke) is the causative agent of a global disease (fasciolosis) that is of major health, welfare and economic importance in domestic animals (cattle, sheep) [1]. This parasite can also infect and complete its lifecycle in a wide range of other mammals including humans [2]. Fasciolosis is currently recognized as a major food-borne zoonosis, since human infection cases are distributed broadly, including South America, the Middle East, and Asia [3–5], where it is estimated that 2.4 million people are infected every year, and 180 million people are at risk of infection [2, 6, 7].

Fasciolosis is initiated when the definitive hosts ingest vegetation or water contaminated with an encysted larval parasite (metacercariae). Following hatching from the cyst in the small intestine, the newly excysted juveniles (NEJ) penetrate through the intestinal wall and into the liver. Usually from 4–6 days post infection (acute stage of fasciolosis), the immature flukes migrate through the hepatic parenchyma, and their burrowing and feeding behaviors results in traumatic tissue damage (hemorrhage) and later repair through fibrosis during the next 5–6 weeks. The chronic stage is typically established since the flukes reach the biliary ducts where they mature to adults by 8–10 weeks post infection [8].*F*. *hepatica* has a wide definitive host range, widespread geographical distribution and ability to survive long term in the host, which depends on sophisticated methods of modulating host immune responses to benefit parasite survival [9]. Some currently known methods employed by the parasite include polarization towards a Th2 response, suppression of Th1/Th17 responses, alternative activation of macrophages (characterized by high arginase activity and low iNOS levels), induction of eosinophil apoptosis, and inhibition of dendritic cell maturation (summarized in [9–11]). However the cellular and molecular mechanisms involved in these phenomena are not fully understood. Some efforts have been made to explore gene expression changes in host liver followed by *F*. *hepatica* infection, and these studies yielded important information on the molecular mechanisms involved in host physiological and pathological changes [12, 13]. The main transcriptomic changes identified by these studies were associated with host metabolism, tissue-repair, liver injury and hepatic toxicity; however gene expression changes related to immune response were very limited.

In terms of control strategies against *F*. *hepatica*, triclabendazole (TCBZ) is currently the first choice as a fasciolicide [14]. However, the development of resistance to this compound across Europe, Australia, and in some countries of South America [15–18] has raised concerns about the sustainable control of fasciolosis into the future. Therefore, a ‘greener’ alternative option for control, such as vaccination, is urgently needed. In the last decades, great efforts have been made to identify and test several *F*. *hepatica* antigens as vaccine candidates. For instance, cathepsin L1 proteinase plays multiple key roles in the physiological activity and parasitism of *F*. *hepatica* including digestion of blood, penetration of host tissue, evasion of host humoral immunity, egg production and immunosuppression [19, 20]. A recombinant mutant version of this protein, rmFhCL1, has shown protection against *F*. *hepatica infection* in cattle [21]. However, the current vaccine candidates, although showing promise, have not always been consistent in the degree of protection elicited. Monitoring gene expression changes of host immune cells during a vaccine trial would be useful to understand the vaccine effect. In addition, a more complete understanding of the ways in which *F*. *hepatica* infection modulates the immune response will also benefit the rational design of vaccines which may be able to overcome these immunoregulatory effects.

Peripheral blood mononuclear cells (PBMC) consist of several cell types such as T cells, B cells, Natural Killer Cells and monocytes, which play a crucial role in both innate and adaptive immune response to *F*. *hepatica* infection. We hypothesized that analysis of the transcriptomic changes in the PBMC in response to vaccination and infection would reveal the molecular mechanisms underlying the immune response induced by the vaccine and host-fluke interaction. In this study, we conducted a vaccine trail on sheep and monitored the transcriptomic changes of PBMC induced by vaccine and *F*. *hepatica* infection. Although the immunization did not induce any detectable changes at transcriptional level, we identified a large number of DEGs induced by acute and chronic stage of *F*. *hepatica*, respectively. The present study is one of the first global transcriptomic analysis of ovine PBMC, in response to vaccine and infection with *F*. *hepatica* using RNA sequencing (RNAseq), and provides important new information that enhances our understanding of fasciolosis from an immunological perspective.

## Methods

### Experimental animals and trial design

Six-month-old lambs (n = 8) used in this study were obtained from the flock at UCD Lyons Research farm, and verified by serology and faecal egg counts as free from *F*. *hepatica* infection. Animals were housed under normal husbandry conditions in fluke-free sheep-pen at UCD Lyons Research Farm. Briefly, three doses of experimental *F*. *hepatica* vaccine, a mixture of 200 μg rmFhCL1, a recombinant protein *F*. *hepatica* Cathepsin L1 (provided as a gift from Professor John Dalton, McGill University), and the adjuvant Montanide^™^ ISA 70 VG (gently provided by SEPPIC), was administered to four lambs (Animal IDs are V1, V2, V3, and V4)at two-weeks intervals (Fig 1). One week after the last vaccination, these animals plus four controls (Animal IDs are C1, C2, C3, and C4)were orally infected with 90 *F*. *hepatica* metacercariae each (Baldwin Aquatics, Inc). The effect of the vaccine was evaluated based on the measurement of fecal egg count (FEC) at 10 and 16 weeks post infection (wpi), and fluke burden (FB) at 16 wpi.

**Fig 1:**
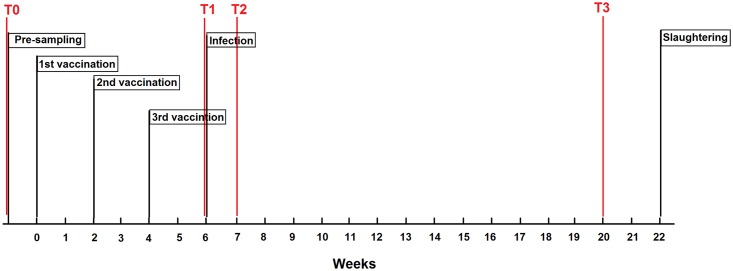
Timeline of the experimental vaccination trial. Experimental procedures were carried out under license from the Health Products Regulatory Authority (Project Authorization Number: AE18982/P010) and after ethical review by the University College Dublin (UCD) Animal Ethics Committee.

### Ovine PBMC isolation and RNA preparation

Blood was collected into heparinized tubes for each animal at four time-points: pre-vaccination (Time-point 1, T0), pre-infection (T1, just right before inoculation of *F*. *hepatica* metacercariae), 1 week post infection (T2), and 14 weeks post infection (T3). PBMC were isolated from heparinized blood immediately using Histopaque (Sigma). Briefly, 9 ml heparinized blood was diluted in 9 ml of complete medium (RPMI GLUTAMAX, 1% non-essential amino acids, 10% foetal calf serum (FCS), 1% Penicillin Streptomycin). The diluted blood was added to a Leucosep tube with 15 ml Histopaque (Sigma). After centrifuging at 1304 x g for 10 min without the brake, the white PBMC layer was collected from the filter and washed in medium without FCS. The cell pellet was then re-suspended in 1 ml red cell lysis buffer for 1 min. Following two washing steps, the pellet was finally re-suspended in 4 ml complete medium. Cells were counted and their viability checked by trypan blue staining.

Total RNA was extracted from PBMC immediately by using E.Z.N.A Total RNA Kit (Omega), according to the manufacturer’s’ instructions. Purified RNA was treated with RNA-free DNase I (Qiagen). RNA quantity was evaluated using Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific), and RNA quality using an Agilent 2100 Bioanalyzer with an RNA 6000 Nano LabChip Kit (Agilent Technologies). Only samples with A260/280 ratios > 2.0 and RNA Integrity Numbers (RIN) of ≥ 7.8 were used for sequencing.

### RNAseq library preparation and sequencing

Thirty-two RNAseq libraries were prepared using TruSeq Stranded mRNA Sample Preparation Kit (Illumina) following the manufacturer’s instructions. The concentration of each amplified library was measured using Qubit assays (Life Technologies) and the size distribution was assessed on a Bioanalyzer using the DNA1000 kit (Agilent Technologies). Library concentration was normalized to 10nM and pooled for multiplex sequencing. The thirty two RNA-seq libraries were prepared in 4 pools and delivered to the Research Technology Support Facility, Michigan State University, for sequencing. After quantitation and validation by Qubit (Life Technologies) and quantitative real-time PCR (KAPA Biosystems) each pool was loaded on a single lane of an Illumina HiSeq 2500 Rapid Run flow cell (v1). Sequencing was performed using TruSeq Rapid SBS reagents (Illumina) in a 2x100bp (PE100) format.

All RNAseq data has been made available via the NCBI GEO repository [22], under the accession number GSE71431.

### RNAseq analysis

The first stage in sample processing was quality evaluation of the unprocessed FASTQ files using the software FastQC v0.10.0. After filtering out adapter sequence reads and removing poor quality reads, the clean fastq files were aligned to the sheep genome (Oar v3.1, available in the ENSEMBL website [23]) using the alignment software STAR [24] version 2.3.0e_r291 (the parameter used is described in S1 Table). The gene annotation for the sheep genome (Oar3.1 Ensembl release 79) was downloaded from ENSEMBL. After alignment, the gene counts were generated using the software featureCounts [25] from the Subreads software, package version 1.3.5-p4. Transcripts per million (TPM) were calculated based on a simple library size normalization.

### Bioinformatics analysis

In order to visualize the overall structure of the data and to identify potential outliers or mislabeled samples of the data, Principal Components Analysis (PCA) and Between Groups Analysis (BGA) was carried out. The BGA plots were generated using the MADE4 package [26] in an R/Bioconductor [27]. Differential gene expression was calculated using the Limma Voom package [28]. Normalization factors were calculated from the raw counts using EdgeR [29]. The design matrix was generated using Puma [30] fitting main effects of “group” (vaccinated or control) and time along with interactions of “group” with “time”. The “animal ID” was treated as a random effect and “time” was treated as a discrete variable. The empirical Bayes function in Limma [31] was used to determine the significantly expressed genes. A false discovery rate (FDR) of 5% was chosen as a cut-off. The lists of differentially regulated genes for different comparisons were annotated using the R/bioconductor BiomaRt package [32]. Functional pathway analysis was conducted through the use of IPA (Ingenuity Pathway Analysis, QIAGEN). Since the sheep is not currently a supported species in IPA; human orthologues for the relevant sheep genes were used. The human orthologue information was downloaded from BiomaRt and merged with the significant genes. In cases where a single sheep gene was annotated to multiple human genes just one human orthologue was retained for the purposes of pathway analysis. The lists of DEG were used as the input for IPA analysis. ESEMBL ovine ID numbers for genes mentioned in the text were list in Table 1. The curated canonical pathways from Ingenuity Knowledge Base that were enriched in the DEG dataset were determined by using a right-tailed Fisher’s exact test. The enrichment p-value is calculated by assessing the probability of a pathway being randomly selected from all of the curated pathways, and a cut-off of p-value ≥ 0.05 was used as the threshold for significant pathways. The IPA “upstream analysis” feature was used to analyze the upstream regulators. The Ingenuity Knowledge Base was used to predict the expected causal effects between upstream regulators and DEG targets. By calculating an overlap p-value and an activation z-score, the analysis gives a prediction of the status of the upstream regulator.

**Table 1:** List of ID numbers for genes mentioned in the text.

Gene Name	ESEMBL Ovine Gene ID
A2M	ENSOARG00000000950
ACTB	ENSOARG00000003021
ATP5G1/ATP synthase	ENSOARG00000006653
B2M	ENSOARG00000003782
CASP3	ENSOARG00000007472
CCL2	ENSOARG00000009627
CCR2	ENSOARG00000014236
CD28	ENSOARG00000018277
CD40	ENSOARG00000008369
COL1A1	ENSOARG00000004871
CYCS	ENSOARG00000025169
MAPK1/ERK1/2	ENSOARG00000015529
FAS	ENSOARG00000014866
GAPDH	ENSOARG00000007894
CSF2/GM-CSF	ENSOARG00000015430
GUSB	ENSOARG00000001578
HSPB1/HSP27	ENSOARG00000013748
IFNG	ENSOARG00000001958
IFNGR1	ENSOARG00000000510
IL10	ENSOARG00000006292
IL10RA	ENSOARG00000007625
IL15	ENSOARG00000012119
IL17F	ENSOARG00000014066
IL17RC	ENSOARG00000005521
IL18	ENSOARG00000016193
IL23A	ENSOARG00000009246
IL23R	ENSOARG00000011083
IL27	ENSOARG00000003180
IL4	ENSOARG00000014896
IL6	ENSOARG00000012021
NOS2/iNOS	ENSOARG00000016744
JAK2	ENSOARG00000013480
MAP2K4/MKK4	ENSOARG00000015404
novel gene (CXCL5)	ENSOARG00000014592
novel gene (TNFRSF10A/B)	ENSOARG00000017294
SERPINE3/PAI-1	ENSOARG00000008852
PGK1	ENSOARG00000018803
PPARA/PPAR-α	ENSOARG00000019427
RORC	ENSOARG00000021060
RPL19	ENSOARG00000010582
SKI	ENSOARG00000000230
SMAD3	ENSOARG00000018276
SMAD4	ENSOARG00000004662
SMAD7	ENSOARG00000003809
STAT1	ENSOARG00000013903
TBP	ENSOARG00000005142
TGFΒ1	ENSOARG00000007468
TLR1	ENSOARG00000000538
TLR10	ENSOARG00000000520
TLR4	ENSOARG00000005792
TLR5	ENSOARG00000005017
TLR6	ENSOARG00000000552
TLR7	ENSOARG00000011288
TNF	ENSOARG00000008333
TNFRSF1A	ENSOARG00000025177
TNFRSF1B	ENSOARG00000017205
TNFRSF21	ENSOARG00000011638
TNFRSF25	ENSOARG00000012170
TNFSF12	ENSOARG00000000747

### Quantitative real-time PCR validation

Fifteen differentially expressed genes (DEGS) involved in immunological or signaling pathways were selected for validation using quantitative real-time PCR (qPCR). cDNA was synthesized from 250ng total RNA from each sample used for RNAseq library preparation using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems), according to the manufacturer’s instructions. In a 20.0 μl reaction, the cDNA was diluted 1:20 with distilled water prior to use. Primers were designed based on the corresponding cDNA sequences (obtained from ESEMBL), and primer efficiencies were determined using a 1:4 dilution series over 7 points, and efficiencies for all primers were between 95–110% (S2 Table). RT-qPCR was performed using SYBR Green Master Mix (Applied Biosystems) on a 7300 Real-Time PCR System (Applied Biosystems). 20μl reaction volume contained 5μl diluted cDNA samples (or appropriate controls), 10μl of SYBR Master Mix and 300 nM final concentration of each primer. RT-qPCR reaction was performed as following cycling parameters: 10 min at 95°C (heat-activation step); 40 cycles of 15 sec at 95°C, 1 min at 60°C. The specificity was confirmed by melt curve analysis. Using the GeNorm algorithm within the qBase+ software package (Biogazelle) the stability of 8 potential reference genes (including GUSB, ATP, PGK1, GAPDH, B2M, ACTB, TBP and RPL19) was assessed (see the corresponding gene IDs in Table 1). RPL19 and TBP were shown to be the most stability expressed (M<0.15) [33]. Calibrated normalized relative quantities (CNQR) were calculated using the qBase+ software [34]. Normal distribution of fold-change values was checked using the Shapiro-Wilk test in the SPSS statistical package (IBM Corp). Two-tailed paired sample t-tests was used to assess statistically significant gene expression fold-changes.

## Results

### No protection was observed in vaccinated animals

There was no significant difference in faecal egg count (FEC) or fluke burden (FB) between vaccinated and control animals, indicating no protective effect elicited by vaccination in this trial (S1 Fig).

### Summary statistics of RNAseq data

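Peripheral blood mononuclear cells (PBMC), the lymphocytes and monocytes of blood, were taken from sheep before vaccination (T0), after vaccination and before infection (T1), and 1 week (T2) and 14 weeks (T3) after oral infection with 90 metacercariae of *F*. *hepatica*. The 4 vaccinated animals had received 3 doses of 200 µg of the cathepsin L1 protein rmFhCL1. The authors aligned the reads to the sheep genome and deposited the number of reads counted on each gene, without normalization, for 36 libraries. These come from the 8 animals of the paper (C1 to C4 and V1 to V4) at 4 time points and from another control animal, number 5 in the sample labels, which is not listed in S3 Table. The paper gives no reason for leaving it out. Values are therefore given for the paper's 8 animals, followed by all 9. The counts of the 8 animals were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood F-test, with the animal as a block, for genes with at least 10 counts in at least 4 libraries. P-values were adjusted by the Benjamini-Hochberg method, and a DEG has an adjusted p-value under 0.05. The animal numbers pair the libraries. After the mean of each group and time point was removed, the correlation across genes between libraries of the same animal averaged 0.35 over 48 pairs.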

The 32 RNAseq libraries (representing vaccinated (n = 4) and control (n = 4) groups from 8 animals at four time-points T0-T3) were sequenced on an Illumina HiSeq 2500 platform and generated mean values per library of 20.3 million paired-end reads, of which 16.0 million reads (81.8%) uniquely mapped to ovine genome (S3 Table). 

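Between 6583880 and 14828180 reads per library were counted on genes, with a median of 10977029. By time point, the median was 10523725 at T0, 10527358 at T1, 11484460 at T2 and 12989667 at T3. At the smallest total, 3 counts correspond to 0.456 CPM, the lowest level that this depth can show. The 10 most counted genes took between 5.56% and 8.68% of the counts. The lowest total was that of control animal C2 at T0, with 15452 genes counted at least once, while the highest number of genes in a library was 16818. Control animal 5 had totals of 10810147, 9410717, 8772829 and 14656874 at T0 to T3. Pairs of libraries from the same group and time point differed by a chi-square per gene of 18.4 to 95.7, where repeated sequencing of the same RNA gives a value near 1.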

Post alignment quality control (QC) analysis shows no evidence of poor quality or outlier libraries (S2 Fig), and aggressive normalization (e.g. quantile normalization) was not required.

In total 21236 genes are annotated in the Ensembl sheep gene annotation. Genes having a raw count of fewer than 10 reads in fewer than 4 samples were filtered out and removed from the analysis. 

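The deposited files list 25197 genes, of which 20716 had a count in at least 1 of the 32 libraries. A count of at least 10 in at least 4 libraries was found for 13759 genes, which hold 99.9% of all counts. With the 4 libraries of control animal 5 added, 13838 genes passed. A count of at least 10 in every library was found for 10590 genes.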

A total of 13309 genes were retained and used for subsequent differential expression analysis.

### The PBMC transcriptome shifts in response to infection

Both PCA and BGA were performed in order to carry out a preliminary separation of samples. The main source of variation between the samples is infection as can be seen from the PCA plot in (Fig 2A). 

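In the principal component analysis of log2 CPM of the 32 libraries, PC1 held 30.3% of the variance and PC2 8.39%. Scores on PC1 averaged -38.0 ± 14.6 (SD, n = 8 animals) at T0 and -31.0 ± 14.3 at T1, against 36.1 ± 7.21 at T2 and 32.8 ± 6.48 at T3. The highest score before infection was -3.89 and the lowest after infection 24.1, so the libraries of the periods before and after infection did not overlap. Over all 36 libraries these bounds were -1.83 and 24.9, and PC1 held 30.6%. Restricting the analysis to the 500 most variable genes moved the share on PC1 most, to 34.2%.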

The first principal component separates pre-infection samples (T0 + T1) from post-infection samples (T2 + T3). 

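Averaged over the 4 time points of each animal, scores on PC2 were 6.55 ± 10.8 (SD, n = 4) in vaccinated animals and -6.55 ± 19.3 (SD, n = 4) in control animals. This difference was not larger than the spread between animals (2-sided exact permutation test over the 70 groupings of 8 animals, p = 0.257). With each animal left out in turn, chosen after seeing the data, the same test gave p-values from 0.0571 (without C2) to 0.943 (without C3). In the analysis of all 36 libraries, control animal 5 scored 36.9, 24.1, 0.774 and 2.99 on PC2 at T0 to T3, and the exact permutation test gave p = 0.548.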

There is a trend on the second axis with the vaccinated animals shifted slightly along the axis compared to the controls. There is however a lot of overlap between the groups. Using the supervised clustering of BGA (between groups analysis) the same general trends are evident i.e. the biggest effect is the infection effect with T0+T1 and T2+T3 clustering together (Fig 2B). 

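When the mean log2 CPM of each group and time point was analysed in place of single libraries, the leading axis held 60.4% of the variance between the 8 means. Control animals lay at -32.1 at T0 and -24.6 at T1, then at 39.6 at T2 and 35.6 at T3. Vaccinated animals lay at -43.4, -38.9, 32.8 and 31.0. The root-mean-square difference across genes between T1 and T2 was 0.64 log2 units in control and 0.69 in vaccinated animals, whereas the groups differed by 0.36 at T1 and 0.36 at T2. From this clustering of T0 with T1 and of T2 with T3, the paper concludes that infection had the biggest effect.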

Further differential expression analysis identified very few DEGS between vaccinated and control groups for each time-point individually. 

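Vaccinated and control animals differed (n = 4 each) in 16 DEGs at T0, 3 at T1, 1 at T2 and 3 at T3 in a fit of all 32 libraries. The gene listed as ENSOARG00000019479, which the files do not pair with a name, passed at each time point, with log2 fold changes of 3.98, 3.12, 2.56 and 3.25 at T0 to T3. Its adjusted p-value at T2 was 0.00160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It had 1.31 ± 0.347 CPM (SD, n = 4) in control and 7.85 ± 1.97 in vaccinated animals at T2, and 11.2 in control animal 5. PTPN21 was lower in vaccinated animals at T0, with a log2 fold change of -1.18, and at T1, with -0.94, where CAMTA1 had -1.63. The other genes past the threshold at T3 were ENSOARG00000010944 with -3.55 and ENSOARG00000020043 with 0.70. With only the libraries of the time point in the fit, the numbers of DEGs were 1, 0, 12 and 0. At T1 and T3, 859 and 811 genes then had an unadjusted p-value under 0.05. Over all 9 animals, 1, 0, 0 and 1 genes passed, and 858 genes at T1 and 1066 at T2 had an unadjusted p-value under 0.05.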

Only 12 DEGS were detected at T2, and none was found at any other time-points. 

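With the counts of T1, T2 and T3 summed for each animal, 1 gene passed the threshold between vaccinated and control animals. This was ENSOARG00000019479, with a log2 fold change of 2.99 (standard error 0.32, adjusted p = 0.0465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Treating the libraries of an animal at the 3 time points as separate samples moved the number most, to 103 DEGs. No gene passed over all 9 animals, where 1132 genes had an unadjusted p-value under 0.05 and the log2 fold change of the same gene was 1.69.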

When the three post-vaccination time-points (T1-T3) were combined together for this analysis, 36 DEGS (S4 Table) were identified between vaccinated and control animals, due to the increased power given the bigger sample sizes. However manual inspection of these ‘vaccination effect’ genes showed that these 36 genes were systematically different in these animals and were also differentially expressed in the time-point 0 (T0) samples. The samples designated vaccinated (V) were from animals infected with *F*. *hepatica* metacercariae at time-point 1 (T1) therefore there is no experimental difference between control and vaccinated animals at T0. It is likely that these differences instead represent inter-animal variation (likely to be expression quantitative trait loci, eQTLs) and are not relevant to the vaccination effect. Therefore the 36 DEGS representing inter-animal variation were excluded from further analysis.

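All 36 genes of S4 Table had counts. In 36 of them the difference between vaccinated and control animals at T0 had the direction of the difference over T1 to T3, and 30 had an adjusted p-value under 0.05 at T0 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over these genes). Over all 9 animals, 27 passed at T0, and the direction was kept in 36. The genes had been chosen on this grouping of the same animals. The fit took its spread from all 32 libraries, those of T1 to T3 included, and did not model the repeated sampling of an animal. Limma-voom with the animal as a random effect, chosen after seeing the data, gave 32 genes past the threshold at T0. Since the groups did not differ in treatment at T0, the paper proposes that these genes represent variation between animals and not an effect of vaccination.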

**Fig 2:**
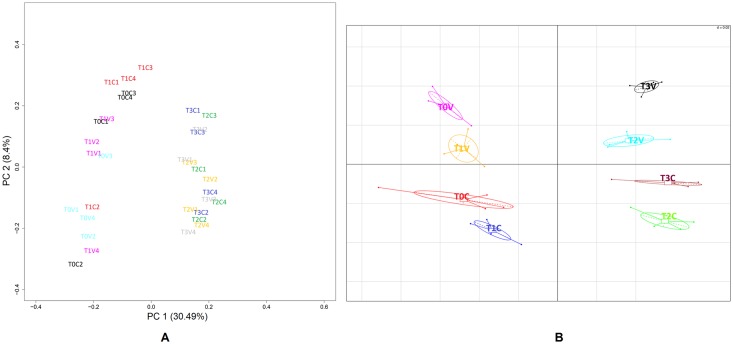
PCA and BGA analysis. (A) Principal component analysis (PCA). The 32 samples are projected onto the 2D plane such that they spread out in the two directions that explain most of the differences. The x-axis, so called the first principal component (PC1), is the direction that separates the samples the most. The y-axis, so called the second principal component (PC2), is an unrelated direction (it must be orthogonal to the first direction) that separates the data the second most. The percentage value in the axis label refers to the percent of the total variance that is contained in the direction. Each sample is represented as time points (T0-T3) followed by its animal ID. For example, T3V3 represents the transcriptome sample from vaccinated lamb V3 at time point 3 (14 wpi). (B) The between groups analysis (BGA) plot based on overall gene expression profiles of different groups in response to *F*. *hepatica* infection over the period of time. V and C represent vaccinated and control group respectively and their time point (0–3) is separated by a dot in each group.

### Differentially expressed genes and qPCR verification

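Whether the change over time differed between vaccinated and control animals was tested as an interaction, with the animal as a block. From T0 to T1, 0 genes passed and 444 had an unadjusted p-value under 0.05. From T0 to T2, 0 passed and 2071 had an unadjusted p-value under 0.05. From T0 to T3, 7 genes passed, all with the more positive log2 change in vaccinated animals. Among them were CHML with a log2 difference of 1.54 (adjusted p = 0.0253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ZCCHC11 with 0.92 (adjusted p = 0.0471). The mean CPM of CHML rose in both groups. That of ZCCHC11 went from 123 to 120 in control and from 71.7 to 132 in vaccinated animals (n = 4 each). The change from T1 to T2 differed between the groups in 0 genes, with 1228 at an unadjusted p-value under 0.05. With all 9 animals, 0 genes passed in each of these 4 tests, and 411, 1208, 1439 and 772 had an unadjusted p-value under 0.05. With DESeq2 in place of edgeR, a setting chosen after seeing the data, 202 genes passed for T0 to T2, 165 for T0 to T3 and 5 for T1 to T2.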

Since the biggest effect was infection of *F*. *hepatica* rather than vaccination, and in order to increase the statistical power and accuracy for the subsequent analysis [35], we combined the vaccinated and control samples together from each time point, giving a sample size of 8 biological replicates per time-point. 

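Between T1 and T2, 3310 genes rose and 3620 fell in the 8 animals, 6930 DEGs in all. Without the replicate block, 5966 DEGs were found. The libraries had been sequenced in 4 pools, each with libraries from before and after infection; with the pool in the fit, 7347 DEGs were found. Of the named genes that changed in the same direction in all 8 animals, MBD5 rose most, with a log2 fold change of 2.97 (adjusted p = 5.08e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by HAS1 with 2.40 and SFN with 2.39. HAS1 rose by 5.00 in vaccinated animal V2, more than in any other animal. Large falls were those of HSP70, with -6.46, HSPA6, with -5.93, and WBP2NL, with -5.85. HSP70 has a paralog in the files, and how the counting divided reads between the copies is uncertain. With the log2 HSP70 level of each library in the fit, a setting chosen after seeing the data, 3501 DEGs were found, with a median standard error 2.73 times as large. The control animals alone gave 3776 DEGs and the vaccinated animals alone 5289. Over all 9 animals, 3594 genes rose and 3745 fell. The changes in control animal 5 were 4.21 for MBD5, 3.73 for HAS1, 2.41 for SFN, -1.95 for HSP70, -1.28 for HSPA6 and -4.49 for WBP2NL.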

To explore the gene expression changes in the acute stage of infection, we compared the data from T2 with T1, and obtained 3134 and 3356 significantly up-/down- regulated DEGS respectively (FDR-adjusted *p*-value ≤ 0.05) (S5 Table). In addition, 1248 significantly up-regulated and 1116 significantly down-regulated DEGS were detected in T3 compared to T2 (S5 Table), which represent the transcriptomic diversity between chronic and acute stage of infection. 

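Between T2 and T3, the same test gave 894 genes that rose and 672 that fell in the 8 animals. Dropping the animal as a replicate block gave 651 DEGs, adding the sequencing pool gave 1723, and a fit of the T2 and T3 libraries alone gave 2478. TFEC rose by a log2 fold change of 1.77 (adjusted p = 0.00417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and OST changed by -2.01 (adjusted p = 0.00898), each in the same direction in all 8 animals. The control animals alone gave 4 DEGs and the vaccinated animals 544. With control animal 5 added, 911 genes rose and 697 fell; its own changes were 1.19 for TFEC and -0.70 for OST.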

Notably, the DEGS from both comparisons were all equally distributed between up- and down-regulated. This differs from other transcriptomic studies based on liver tissue from animals infected with *F*. *hepatica* in which the DEGS were biased to up-regulation [12, 13].

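The balance between rising and falling genes depends on how libraries are scaled. With TMM scaling the median log2 fold change of all genes was -0.0035 in T2vsT1. DESeq2's size factors gave 0.012, with 3429 genes rising and 3516 falling. With library size alone it was -0.15, and 2165 genes then rose and 4677 fell. In T3vsT2 the median moved to 0.083 with library size alone, with 1250 genes rising and 331 falling.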

DEGS from T2vsT1 and T3vsT2 were compared according to the direction of expression (Fig 3). 5398 DEGS (2740 up-regulated and 2928 down-regulated) were observed in T2vsT1 only. 

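Of the T2vsT1 DEGs, 5892 were not DEGs in T3vsT2, 2773 up-regulated and 3119 down-regulated. Over all 9 animals these numbers were 6279, 3038 and 3241.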

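DEGs found in T3vsT2 alone numbered 528, of which 335 rose and 193 fell. With all 9 animals, 343 rose and 205 fell.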

1533 DEGS (811 up-regulated and 722 down-regulated) were detected uniquely in the comparison of T3vsT2, demonstrating that gene expression level was significantly regulated by chronic rather than acute *F*. *hepatica* infection. 428 DEGS (215 up-regulated and 213 down-regulated) were observed as occurring in both T2vsT1 and T3vsT2, and displayed the same direction of expression. 182 genes were up-regulated at the acute stage but subsequently down-regulated at the chronic stage of infection, while 223 genes were oppositely regulated over the time course.

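DEGs in both comparisons numbered 1038. The direction was the same in 170, 114 up-regulated and 56 down-regulated in both, and opposite in 868, or 83.6%. Of the latter, 423 rose and then fell and 445 fell and then rose. Across all 9 animals, 192 kept their direction and 868 reversed it. The comparisons share the T2 libraries, so that an error at T2 moves both changes of a gene in opposite directions.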

**Fig 3:**
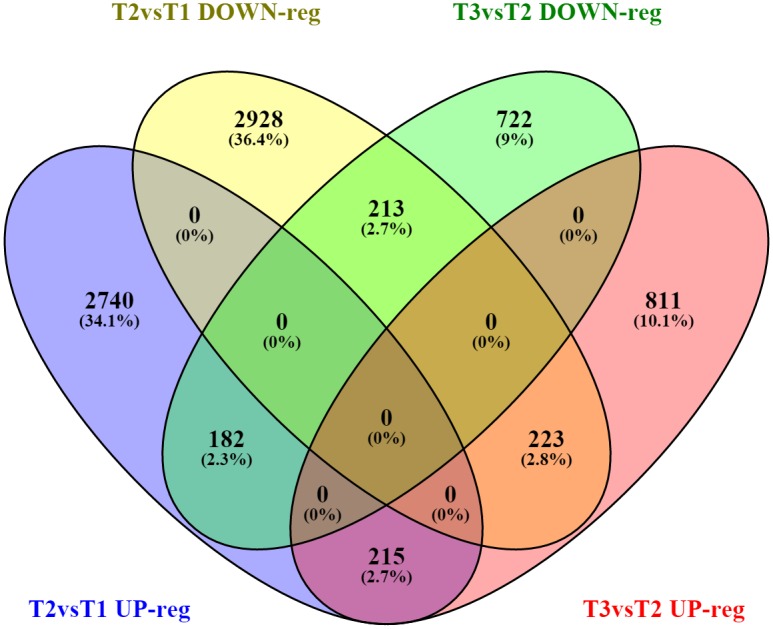
Venn diagram showing the numbers of DEGS identified from T2vsT1 and T3vsT2. Overlap comparison of DEGS from two comparisons (T2vsT1 and T3vsT2) according to direction of expression. Sets of up- / down- regulated genes of T2vsT1 are represented in blue and yellow, up- / down- regulated genes of T3vsT2 in pink and green.

S2 Table summarizes the results of qRT-PCR data for the 15 selected DEGS from several canonical pathways of interest. Although the fold change values for the expression of some genes measured by RNAseq or qRT-PCR were quite different, the gene expression patterns of all DEGS in terms of fold-change direction and statistical significance were reproducible by qPCR analysis.

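For the 15 genes measured by qPCR, the log2 fold change between T1 and T2 computed from the deposited counts had the direction of the qPCR value in 15, and 15 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SKI rose by 2.04, against the paper's qPCR value of 1.08. PPARA rose by 1.74, against 1.97 by qPCR in the paper. CSF2 changed by -3.46, against the paper's -3.68. The ratio of the value from the counts to the qPCR value had a median of 0.883 and ranged from 0.607 to 1.89. For the RNAseq values of S2 Table, the median ratio was 3.15. Over all 9 animals, the log2 fold changes were 2.12 for SKI, 1.83 for PPARA and -3.18 for CSF2, and those of control animal 5 were 2.72 for SKI, 2.25 for PPARA and 0.59 for CSF2, the last in the other direction.

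**Figure D1:**
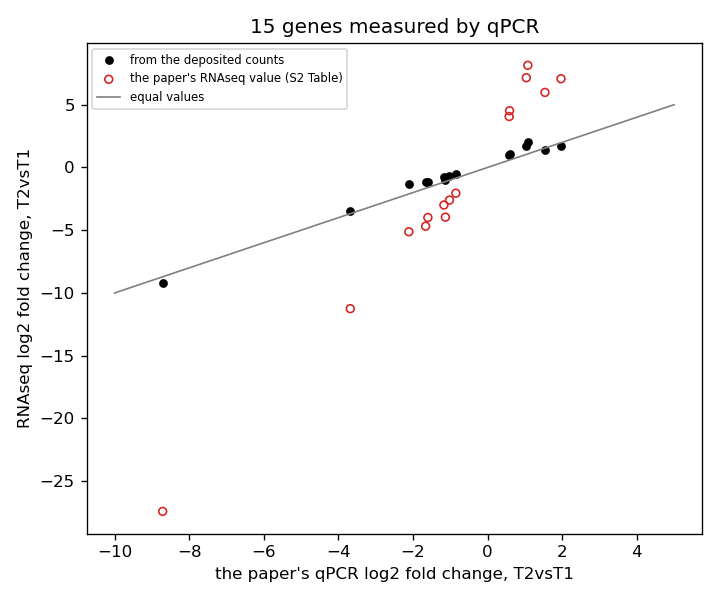
RNAseq log2 fold change between T1 and T2 (vertical axis) against the paper's qPCR log2 fold change (horizontal axis) for the 15 genes. Filled points are values from the deposited counts (8 animals), open points are the RNAseq values of S2 Table, and the line marks equal values. The filled points lie nearer to the line than the open points for all 15 genes.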

### Functional pathway analysis on DEGS

DEGS from T2vsT1 and T3vsT2 were fitted into known ‘canonical’ pathways of an IPA database to explore the potential PBMC cellular pathways modulated following *F*. *hepatica* infection. In total, 182 and 55 canonical pathways were significantly enriched at T2vsT1 and T3vsT2, respectively (FDR-adjusted *p*-value ≤ 0.05) (S6 Table). The top 10 canonical pathways from two comparisons are shown separately in Table 2. Notably, a number of these pathways in T2vsT1 are associated with innate host-defense mechanisms, including nitric oxide production in macrophages (ranked 1), IL-6 signaling (ranked 3), phagosome formation (ranked 4), and toll-like receptor signaling (ranked 10). Partial pathway graphs of ‘TGF-β signaling’ and ‘Nitric oxide production in macrophages’ are shown in Figs 4 and 5, respectively. In contrast, ‘antigen presentation’ (ranked 3) is the only adaptive immune-related pathway in the top-10 overrepresented pathways in T3vsT2. The relative expression level of selected genes from pathways of interest are presented in Table 3.

**Table 2:** Top 10 overlapped IPA canonical pathways in T2vsT1 and T3vsT2 respectively, ranked by overlap p-value.

Pathway Name	-log(p-value)*	Ratio**	z-score***
***T2vsT1***			
Production of Nitric Oxide and Reactive Oxygen Species in Macrophages	5.82	0.33	-1.291
Germ Cell-Sertoli Cell Junction Signaling	5.78	0.34	NaN
IL-6 Signaling	5.55	0.37	-1.982
phagosome formation	5.28	0.37	NaN
Role of *IL17*A in Arthritis	5.09	0.45	NaN
Xenobiotic Metabolism Signaling	5.03	0.30	NaN
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	5.01	0.29	NaN
Death Receptor Signaling	4.93	0.38	1.521
TREM1 Signaling	4.67	0.40	-2.921
Toll-like Receptor Signaling	4.47	0.39	-1.091
***T3vsT2***			
Calcium Signaling	3.15	0.16	-0.426
Role of CHK Proteins in Cell Cycle Checkpoint Control	2.81	0.22	-0.302
Antigen Presentation Pathway	2.57	0.24	NaN
Unfolded protein response	2.37	0.20	NaN
Role of BRCA1 in DNA Damage Response	2.34	0.18	-0.632
Protein Ubiquitination Pathway	2.29	0.13	NaN
GDNF Family Ligand-Receptor Interactions	2.29	0.18	1.941
Endoplasmic Reticulum Stress Pathway	2.23	0.29	NaN
p53 Signaling	2.18	0.16	-0.775
TR/RXR Activation	2.07	0.16	NaN

*The overlap p-value indicates the probability of association of molecules from our dataset with the canonical pathway by random chance alone using Fisher’s exact test.

** In a given pathway, the ratio is calculated as number of genes in our dataset that meet the cutoff criteria, divided by the total number of genes involved in that pathway.

***The Z-score is used to indicate an overall activity status of the pathway. Z < 0 indicates a prediction of an overall decrease in activity while Z > 0 predicts an overall increase in the activity. NaN indicates pathways that are currently ineligible for a prediction.

**Fig 4:**
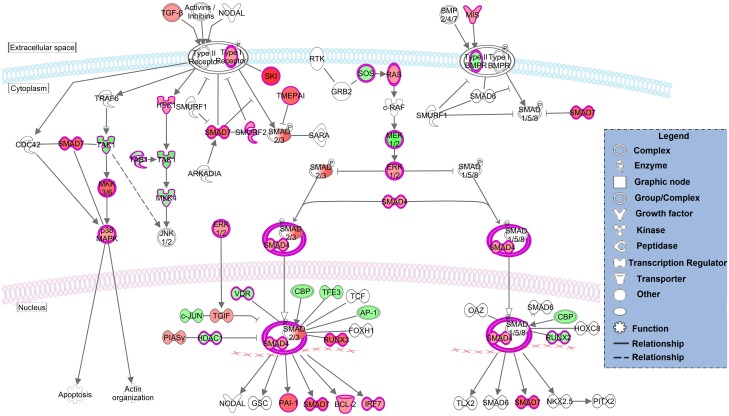
TGF-β signaling pathway. The *TGFB* signaling pathway is represented with gene expression (log2 fold-change) values overlaid. Red shading indicates increased expression in PBMCs at T2 compared to T1. Green shading indicates decreased expression in PBMC at T2 compared to T1. Color intensity indicates expression level. White and grey shading indicates no significantly differential expression, and filtered out due to low expression respectively.

**Fig 5:**
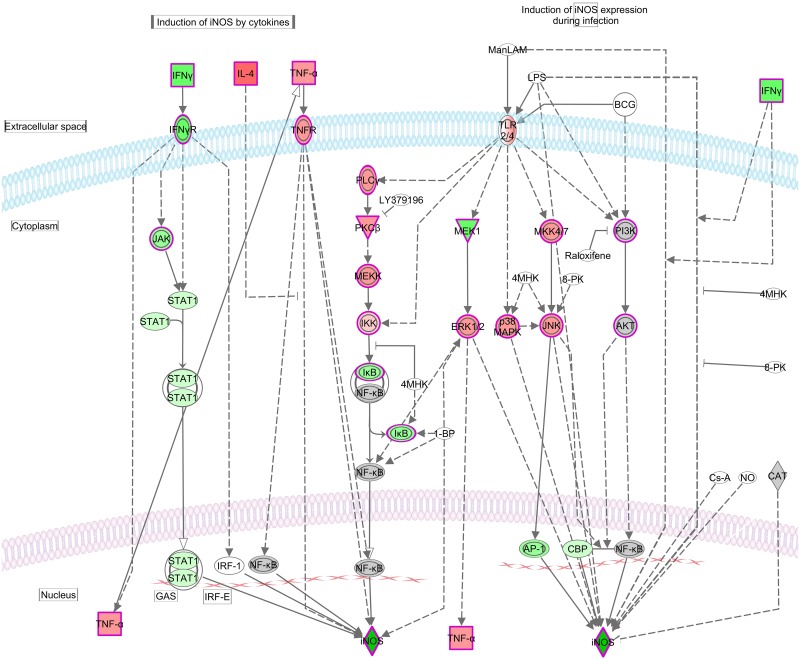
Production of nitric oxide in macrophages. This pathway is represented with gene expression (log2 fold-change) values overlaid. Red shading indicates increased expression in PBMCs at T2 compared to T1. Green shading indicates decreased expression in PBMCs at T2 compared to T1. Color intensity indicates expression level. White and grey shading indicates not significantly differentially expressed and filtered out due to low expression, respectively.

**Table 3:** The selected gene expression level in several pathways of interest.

Pathway Name	Symbol	Description	Exp. Ratio T2/T1	adj. *p*	Exp. Ratio T3/T2	adj. *p*
*TGF-β* signaling	*TGFΒ1*	*Ovis aries* transforming growth factor, beta 1	2.231	0.023	-	-
	*COL1A1*	collagen, type I, alpha 1	14.607	0.02	10.068	0.002
	*SMAD3*	SMAD family member 3	3.775	0.005	-	-
	*SMAD4*	*Ovis aries* SMAD family member 4	4.242	1.82E-04	0.478	0.019
	*SMAD7*	SMAD family member 7	22.865	9.33E-06	-	-
	*PAI-1*	*Ovis aries* plasminogen activator inhibitor type 1	47.729	0.002	-	-
Production of nitric oxide in Macrophages	*NOS2*	nitric oxide synthase 2, inducible	5.64E-09	4.17E-06	-	-
	*IFNG*	*Ovis aries* interferon, gamma (*IFNG*), mRNA.	0.064	0.007	2.304	0.02
	*IL4*	Interleukin-4	63.181	0.001	-	-
	*STAT1*	*Ovis aries* signal transducer and activator of transcription 1	0.393	0.035	-	-
	*JAK2*	Janus kinase 2	0.217	0.002	-	-
Toll-like receptor signaling	*TLR1*	*Ovis aries* toll-like receptor 1	0.005	2.33E-06	5.057	0.001
	*TLR4*	*Ovis aries* toll-like receptor 4	3.664	0.033	0.363	0.006
	*TLR5*	*Ovis aries* toll-like receptor 5	0.036	0.014	105.282	0.014
	*TLR6*	*Ovis aries* toll-like receptor 6	0.017	9.36E-06	-	-
	*TLR7*	*Ovis aries* toll-like receptor 7	0.045	8.55E-05	3.136	0.012
	*TLR10*	*Ovis aries* toll-like receptor 10	0.002	9.93E-06	-	-
Death receptor signaling & Apoptosis signaling	*TNF*	*Ovis aries* tumor necrosis factor, *TNFα*	9.386	0.023	-	-
	*TNFRSF1A*	*Ovis aries* tumor necrosis factor receptor 1, TNFR1	4.515	0.029	-	-
	*TNFRSF1B*	tumor necrosis factor receptor 2, TNFR2	4.461	0.001	-	-
	*TNFSF12*	tumor necrosis factor (ligand) superfamily, member 12, APO3L	16.755	0.055	-	-
	*TNFRSF25*	tumor necrosis factor receptor superfamily, member 25, death receptor 3, DR3	27.218	9.94E-05	-	-
	*novel gene*	Orthologue of human tumor necrosis factor receptor superfamily, member 10a/b, death receptor 4/5, DR4/5	5.83	0.025	-	-
	*TNFRSF21*	tumor necrosis factor receptor superfamily, member 21, death receptor 6, DR6	6.005	0.021	-	-
	*FAS*	*Ovis aries* Fas (TNF receptor superfamily, member 6)	0.317	0.009	-	-
	*CYCS*	Cytochrome c	2.776	0.028	9.148	0.011
	*CASP3*	caspase 3, apoptosis-related cysteine peptidase	-	-	4.545	0.001
T helper cell differentiation & *IL17* signaling	*RORC*	RAR-related orphan receptor C	0.073	0.005	-	-
	*IL23A*	*Ovis aries* interleukin 23, alpha subunit p19	0.398	0.031	-	-
	*IL23R*	interleukin 23 receptor	3.60E-04	6.33E-05	-	-
	*IL17F*	interleukin 17F	0.017	0.002	-	-
	*IL17RC*	interleukin 17 receptor C	0.01	3.38E-04	2.074	0.038
	*novel gene*	Orthologues of human chemokine (C-X-C motif) ligand 5, CXCL5	0.005	5.02E-05	-	-
	*CCL2*	chemokine (C-C motif) ligand 2	0.012	0.001	-	-
	*CCR2*	chemokine (C-C motif) receptor 2	0.048	0.002	-	-

DEGS and IPA upstream regulator analysis were also used to predict the upstream transcriptional regulators that may be responsible for gene expression changes observed during infection, based on prior knowledge stored in the IPA gene database. Upstream regulators are defined as any molecules that can affect the expression of another molecule, including transcription factors, cytokines and micro-RNAs. Several predicted regulators associated with the adaptive immune response are shown in Table 4. 

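Among the cytokines predicted as upstream regulators, IL15 changed by a log2 fold change of -0.90 between T1 and T2 (adjusted p = 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), IL18 by -1.35 (adjusted p = 0.000796) and IL17F by -1.54 (adjusted p = 0.000474), each falling in 7 of 8 animals. TNF rose by 0.70 (adjusted p = 0.00893), in 5 of 8 animals. IL15 was near the lower limit of the depth, with 0.656 ± 0.205 CPM (SD, n = 8) at T1. In control animal 5 the changes were -2.27 for IL15, -0.84 for IL18, -0.43 for IL17F and 1.95 for TNF. With it, the log2 fold changes were -1.12 for IL15, -1.32 for IL18, -1.43 for IL17F and 0.86 for TNF.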

Some Th1/Th17-associated and pro-inflammatory cytokines (including IFN-γ, TNF, IL15, IL12 (complex), IL17F and IL18) as upstream regulators were predicted to be inhibited with z-score < -2. Fig 6 shows the interaction of downstream target genes regulated by IL18 and IL12 (complex), which highlight the overlapped downstream genes with the same direction of activation (e.g., IFNG, CCL3, CCR5, CD244, CSF1, CSF2, CXCL10, CXCL8, HLX, IDO1, IL18BP, IL18RAP, IL6, NCR1 and NOS2). In addition, an important regulator cytokine during *F*. *hepatica* infection, IL10, showed a trend of activation with z-score of 0.423 (overlap p-value = 3.84E-16).

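Of the genes in this network, some could be matched to an identifier. Between T1 and T2 the log2 fold changes were -0.98 for IFNG, -1.11 for CD244, -1.56 for HLX and -1.75 for IL6. The largest adjusted p-value among them was 0.00124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IL6 fell in 7 of 8 animals and the others in all 8. IFNG had 7.02 ± 3.32 CPM (SD, n = 8) at T1 and 3.45 ± 1.46 at T2. In control animal 5, the changes were 1.13 for IFNG, -0.76 for CD244, -1.12 for HLX and 1.55 for IL6, so that IFNG and IL6 rose in it. The log2 fold changes over all 9 animals were -0.74 for IFNG, -1.10 for CD244, -1.52 for HLX and -1.47 for IL6. CSF2 and NOS2 also fell in each of the 8 animals.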

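The IL10 transcript fell in all 8 animals between T1 and T2, from 16.8 ± 6.82 to 10.3 ± 5.66 CPM (SD, n = 8), a log2 fold change of -0.73 (adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL10RA rose by 0.64 in 7 of 8 animals. The changes in control animal 5 were -0.033 for IL10 and 1.22 for IL10RA, and all 9 animals gave -0.65 and 0.73.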

**Table 4:** Predicted upstream regulators of interest at acute stage of *F*. *hepatica* infection (T2vsT1), ranked by overlap p-value.

Upstream Regulator	Exp Log Ratio	Predicted Activation State	Activation z-score*	p-value of overlap**	No. of targeted genes in dataset
*IFNG*	-3.959	Inhibited	-3.696	1.71E-19	347
*TNF*	3.23	Inhibited	-3.929	3.36E-19	413
*IL10*	-2.99		0.423	3.84E-16	125
*miR-16-5p* (and other miRNAs w/seed AGCAGCA)		Activated	2.502	9.26E-13	77
IL13			0.857	2.64E-12	122
*IL6*	-7.404		-1.427	2.28E-11	313
IL15	-3.363	Inhibited	-2.226	1.32E-10	114
*miR-155-5p* (miRNAs w/seed UAAUGCU)		Activated	2.105	5.61E-08	55
*TLR4*	1.873	Inhibited	-3.773	6.60E-08	92
*SMAD7*	4.515		0.407	2.31E-07	46
*CD40*	2.742	Inhibited	-3.047	3.42E-07	67
*CD28*	2.007	Activated	2.28	3.64E-07	96
*IL10RA*	2.592	Activated	2.881	7.15E-06	84
*MYD88*		Inhibited	-5.102	7.25E-06	70
*IL18*	-5.513	Inhibited	-3.512	1.27E-04	42
*TLR2*		Inhibited	-2.961	1.96E-04	44
*IL12* (complex)		Inhibited	-3.581	2.11E-04	56
*IL17F*	-5.848	Inhibited	-3.346	4.37E-04	13
*TLR1*	-7.669	Inhibited	-2.135	5.86E-04	10
*TLR5*	-4.803	Inhibited	-2.407	3.02E-03	14
*TLR3*		Inhibited	-3.698	3.10E-03	60
*miR-217-5p* (and other miRNAs w/seed ACUGCAU)		Inhibited	-2.412	6.32E-03	6
*TLR7*	-4.486	Inhibited	-2.697	1.59E-02	30
*TNFSF12*	4.067	Inhibited	-3.743	2.12E-02	23
*SMAD4*	2.085		1.091	3.16E-02	48

*The z-score is used to infer whether an upstream regulator is likely to be activated (z > 2) or inhibited (z < -2). It is calculated from the proportions of downstream genes which are consistent with an expected expression direction based on the known interaction between the regulator and the genes present in the IPA’s database.

**The overlap p-value indicates whether there is a statistically significant overlap between the dataset genes and the genes that are known to be regulated by a transcriptional regulator using Fisher’s exact test.

**Fig 6:**
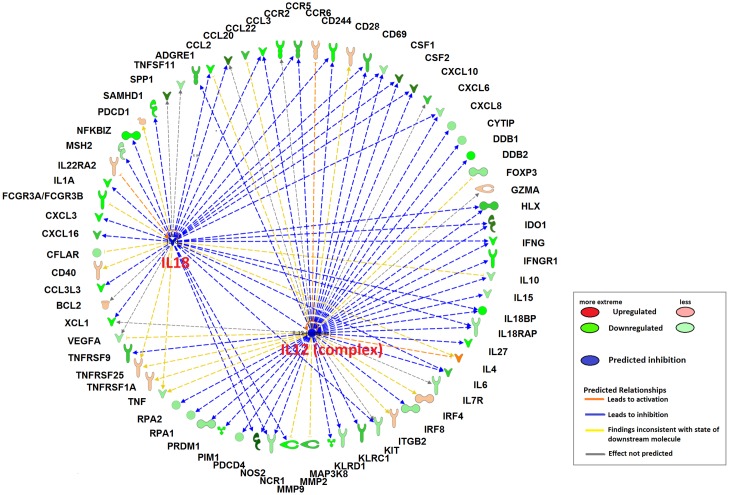
Upstream regulator analysis predicts IL18 and IL12 (complex) to be inhibited in PBMC in early infection with *F*. *hepatica*. Downstream target genes are highlighted as upregulated (red) or downregulated (green) at T2vsT1, in the symbols at the edge of the circle, with color intensity increasing with degree of fold change. The activation state of predicted upstream regulators, IL12 (complex) and IL18, is indicated as inhibited (sold blue area within the circle). Arrowheads at the end of interactions (dotted lines) indicate activation, while bars indicate inhibitory effects. The color of lines represent predicted relationships based on gene expression, including orange (activation), blue (inhibition), yellow (findings inconsistent with state of downstream molecule) and grey (effect not predicted).

## Discussion

It is interesting that the vaccinated groups did not show any difference with the non-vaccinated groups in terms of gene expression. This would indicate that immunization did not induce any detectable alteration of the innate or adaptive immune response at transcriptomic level. The other possible explanation would be that the sample size of each group was not sufficient for detecting the vaccine effect. Therefore we focused on the biggest effect of clustering our samples—infection, by comparing the datasets from different time points. One potential missing element in this study was that we did not perform differential cell counts at each time point. However, in previous infection trials done by our group [36, 37], the hematological studies only showed an increase of eosinophils after infection of *F*. *hepatica*, but no obvious change of cell populations of PBMC during infection. Hence, we are confident that the DEG described here reflect true gene expression changes rather than cell population changes. On the other hand, even with a similar cell population before and after infection, it was still very hard to ascribe gene expression changes to a single cell type. We understand that this is a common issue for currently published RNAseq work based on bulk-sample RNAseq, such as PBMC, liver tissue, etc. However, it is reassuring that the data produced in our study is consistent with many aspects of previous observations at the protein-level in *F*. *hepatica* infection. Therefore, we believe that the data contributes to our understanding of the immunology of fasciolosis.

Compared to previous transcriptomic studies on *F*. *hepatica* infection, the work described here provides important new insights into modulation of the host immune response by *F*. *hepatica* infection. More recently, similar RNAseq work has been done on ovine PBMC following *F*. *hepatica* infection, although only extending to 8 wpi [38]. In this study, the authors identified 183 and 76 DEG at 2 and 8 wpi, respectively. Similar to our finding, they observed an up-regulated TGF-β following *F*. *hepatica* infection, and also highlighted the ‘TGF-β signaling pathway’ throughout *F*. *hepatica* infection. However, their data did not show statistically significant transcriptomic changes of a high number of genes encoding interleukins and Th2-typical cytokines (e.g. IL4) at any of either 2 or 8 wpi [38]. 

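With a fold change of at least 2 required as well, 1591 genes passed in T2vsT1 and 134 in T3vsT2 in the 8 animals. This limit was not applied to all 9.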

Here we detected 6490 (4593 DEGS with fold change ≥ 2.0) and 2364 DEGS (867 DEGS with fold change ≥ 2.0) from two comparisons respectively with FDR-adjusted p-value ≤ 0.05. These figures are much higher than the DEGS detected in previous studies [12, 13, 38]. More importantly, the findings based on our DEG datasets are also in agreement with many aspects of previous observations in fasciolosis, such as a biased Th2 responses and a suppressed Th1/Th17 responses following *F*. *hepatica* infection. We also compared DEGS expression at acute and chronic stages of ovine infection. 

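Whether the T2vsT1 DEGs kept their level was examined by comparing T3 with T1. Of all T2vsT1 DEGs, 4900, or 70.7%, passed the threshold in T3vsT1 with the same direction. The median ratio of the T3vsT1 to the T2vsT1 log2 fold change was 0.775, and 71.8% had the smaller change at T3. Both changes share the T1 libraries. The genes were chosen for a detected change at T2, which favours a smaller change at T3 even where the level was kept. The ratio therefore cannot tell a kept level from a partial return. In T3vsT2, 2374 of these genes had an unadjusted p-value under 0.05. The DEGs that did not pass in T3vsT2, a set chosen for the lack of a detected later change, passed in T3vsT1 with the same direction in 74.1%. In all, 3094 genes rose and 3286 fell from T1 to T3, against 3378 and 3486 over all 9 animals.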

Notably, 5398 DEGS were observed in T2vsT1 only (Fig 3), representing genes which were significantly regulated at the acute stage of infection (T2) and thereafter maintained the same expression level until the chronic stage of infection. The DEGS data provided here combined with IPA analysis allowed us to uncover potential molecular mechanisms involved in immunomodulation induced by *F*. *hepatica*. Here, several predicted upstream regulators and significantly overlapped pathways of interest are discussed.

### Potential upstream regulators affected by *F*. *hepatica* infection

It is interesting in Table 4 that the upstream regulators IL18 and IL12 were all predicted to be dramatically inhibited with z-scores of -3.52 and -3.58 respectively. Previous studies in mice have shown that the combination of IL18 and IL12 can inhibit IL4 dependent IgG1 production, and enhance IgG2a production in B cells in vivo/vitro [39]. It is known that infection of *F*. *hepatica* induce a Th2-biased immune response characterized by high titers of specific IgG1 antibodies and virtually no specific IgG2 [40, 41]. Notably, another important cytokine involved in IgG2a class switching, IL27 (down-regulated in T2*vs*T1), appears in the downstream target genes of IL12 complex (Fig 6). 

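IL27 fell from 2.19 ± 0.280 to 0.965 ± 0.249 CPM (SD, n = 8) between T1 and T2, in all 8 animals, a log2 fold change of -1.19 (standard error 0.24, adjusted p = 0.000175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed from -1.30 to -1.05 with each animal left out in turn. In control animal 5 the change was -0.26, and the log2 fold change over all 9 animals was -1.12.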

IL27 is produced by activated APC such as macrophages and DC [42, 43]. Previous studies have indicated that IL27 plays a role in induction of IgG2a class switching in mouse spleen B cells activated with anti-CD40 or LPS, while IL27 inhibited IgG1 class switching induced by IL4 in activated B cells [44]. Since these supporting evidences are derived from mice, future studies should be performed to investigate the role of these cytokines in IgG1/IgG2 class-switching in sheep. We hypothesize that this isotype bias seen strongly in the immune response to *F*. *hepatica* in sheep is attributable to the attenuated regulation effect of IL18 and IL12 on B cells. Three mature miRNAs were predicted to be significantly activated (miR-16-5p and miR-155-5p) or inhibited (miR-217-5p) for downstream regulation at the acute stage of infection (Table 4). Particularly, miR-155-5p is predicted to be significantly activated (z-score = 2.1; overlap p-value = 5.61E-08) with 55 predicted target genes in our dataset (such as IFNG, IL6, IL1A, TNF and chemokine ligands). The mature miR-155 (miR-155-5p) has been demonstrated to be one of the five major miRNAs that is specific for hematopoietic cells including B cells, T cells, monocytes and granulocytes [45]. MiR-155-5p has been shown to play a role in pathogen-induced immunity [46] by shaping the transcriptome of lymphoid cells that control diverse biological functions from inflammation to immunological memory [47, 48]. Therefore this lends an impetus for exploring the role of miR-155-5p in *F*. *hepatica* infection.

### Fibrosis in ovine fasciolosis

Previous studies have proposed that TGFB1 plays a central role in fibrosis during *F*. *hepatica* infection [37]. Indeed, it is well known generally that persistent TGFΒ1 signaling leads to excessive fibrosis and ultimately scarring of internal organs [49]. Through downstream SMAD signaling, TGFB1 induces the transcription of gene COL1A1, encoding collagen type I, which is the major fibrous collagen and plays a central role in wound-healing [49].

As shown in Fig 4, at the acute stage of infection, we found that TGFΒ1 and the related genes TGFBR1, SMAD 3/4 were all up-regulated, and maintained thereafter (because we didn’t detect them as DEGS in T3vsT2). 

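Between T1 and T2, TGFBR1 rose by a log2 fold change of 0.79 (adjusted p = 1.95e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), SMAD3 by 0.49 (adjusted p = 0.000968) and SMAD4 by 0.52 (adjusted p = 4.07e-06), each in all 8 animals. TGFB1 was 289 ± 54.2 CPM (SD, n = 8) at T1 and 352 ± 67.7 at T2, a log2 fold change of 0.28 that did not pass the threshold (adjusted p = 0.0537) and was positive in 6 of 8 animals. From T2 to T3 the changes were -0.18 for TGFB1, -0.25 for TGFBR1, 0.089 for SMAD3 and -0.20 for SMAD4, with adjusted p-values of 0.0905 or more. The changes of -0.58 for SMAD4 in C1 and -0.63 for TGFBR1 in C4 lay apart from those of the other animals. At T3 the log2 fold changes against T1 were 0.10 for TGFB1, 0.54 for TGFBR1, 0.58 for SMAD3 and 0.32 for SMAD4, and those of TGFBR1, SMAD3 and SMAD4 passed. In control animal 5 the changes from T1 to T2 were 0.97 for TGFB1, 0.89 for TGFBR1, 0.80 for SMAD3 and 0.91 for SMAD4, and from T2 to T3 0.56 for TGFB1, -0.59 for TGFBR1, -0.042 for SMAD3 and -0.064 for SMAD4. All 9 animals gave 0.35 for TGFB1, 0.82 for TGFBR1, 0.53 for SMAD3 and 0.57 for SMAD4 from T1 to T2, where TGFB1 passed (adjusted p = 0.0410), and -0.089 for TGFB1, -0.27 for TGFBR1, 0.078 for SMAD3 and -0.17 for SMAD4 from T2 to T3.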

Importantly the COL1A1 gene was up-regulated at the acute stage of infection (log2FC = 3.87, T2vsT1), and then rose up to an even higher level at the chronic stage (log2FC = 3.33, T3vsT2), indicating that persistent TGFΒ1 function plays a key role in accumulation of ECM (Extracellular Matrix) and fibrosis during the whole course of *F*. *hepatica* infection. This is in agreement with previous finding in the fluke-infected sheep liver tissue that genes involved in fibrosis and ECM formation (e.g. TGFΒ1 and COLIA1) were up-regulated at 8 wpi [13]. In addition, a powerful fibrosis-promoting molecule [50] plasminogen activator inhibitor-1 (PAI-1) was also up-regulated in T2vsT1 but not in T3vsT2, indicating its potential role in pro-fibrogenesis during the infection.

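COL1A1 had 1.47 ± 0.893 CPM (SD, n = 8) at T1, 3.08 ± 1.77 at T2 and 4.36 ± 1.49 at T3. Its log2 fold change was 0.98 from T1 to T2 (standard error 0.36, adjusted p = 0.0245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a rise in 7 of 8 animals, and with each animal left out in turn the largest adjusted p-value was 0.147. From T2 to T3 it rose by 0.58 (standard error 0.32), again in 7 of 8 animals, which did not pass (adjusted p = 0.235). The changes in control animal 5 were 2.96 and 0.77, and all 9 animals gave 1.16 and 0.64. From the rise it reports at both stages, the paper infers a key part of lasting TGFΒ1 function in the accumulation of extracellular matrix. Here the later rise did not pass.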

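The paper's list of gene identifiers labels the one it gives for PAI-1 as SERPINE3/PAI-1, and whether it belongs to PAI-1 was not checked. The gene under this identifier, called PAI-1 here, had 1.88 ± 0.402 CPM (SD, n = 8) at T1 and 2.33 ± 0.829 at T2. Its log2 fold change was 0.27 (adjusted p = 0.310 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a rise in 5 of 8 animals, no larger than the spread between animals. From T2 to T3 it changed by -0.47 (adjusted p = 0.153), with -1.77 in C1, apart from the other animals. Control animal 5 changed by -0.53 and then -0.50, and all 9 animals gave 0.16 and -0.45.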

On the other hand, we noticed that an inhibitory-Smad protein—SMAD7—was also up-regulated in T2vsT1. SMAD7 is involved in a negative feedback loop which can suppress the fibrogenic progress mediated by SMAD2/3/4 signaling [51–53], indicating that SMAD7 may play a role in controlling fibrosis during the early stage of ovine fasciolosis. Usually during chronic liver injury, the transcription of SMAD7 is blocked by the pSmad3L pathway [54], and the lack of SMAD7 induction might lead to constitutive fibrogenic TGFΒ1 production [53]. 

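SMAD7 rose in all 8 animals between T1 and T2, from 30.2 ± 6.21 to 65.8 ± 14.1 CPM (SD, n = 8), a log2 fold change of 1.11 (standard error 0.14, adjusted p = 4.07e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At T3 it had 58.5 ± 10.2 CPM, a log2 fold change of -0.16 from T2 (adjusted p = 0.461) and of 0.94 from T1. Control animal 5 changed by 0.91 from T1 to T2 and 0.41 from T2 to T3. The log2 fold changes over all 9 animals were 1.08 and -0.093.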

In this study, SMAD7 expression was maintained at a similar level at the chronic stage of infection, since SMAD7 does not appear in the list of DEGS of T3vsT2. This indicates that SMAD7 may play a negative regulatory role in fibrosis formation during the chronic stage of ovine fasciolosis. Considering that fibrosis is often limited in ovine as compared with bovine fasciolosis, it would be interesting to investigate the transcription of SMAD7 during *F*. *hepatica* infection in cattle. We hypothesize that the expression level of SMAD7 in PBMC of cattle would be significantly lower at the chronic stage than that the acute stage of *F*. *hepatica* infection, while the expression of COL1A1 gene would significantly increase from acute to chronic infection.

### Down-regulation of iNOS by *F*. *hepatica* infection

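NOS2 had 2.59 ± 3.95 CPM (SD, n = 8) at T0 and 5.80 ± 3.19 at T1, when its counts in the 8 animals added up to 537. No count was found in any of the 8 libraries of T2, which is below the level the depth can show. The log2 fold change of -9.22 (standard error 1.03, adjusted p = 2.65e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) therefore depends on the small count that edgeR adds to each library, and gives a direction more than a size. NOS2 fell in all 8 animals and had the largest fall of the genes that passed and fell in all 8. Control animal 5 went from 1.17 to 0 CPM, and over all 9 animals the log2 fold change was -9.10.

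**Figure D2:**
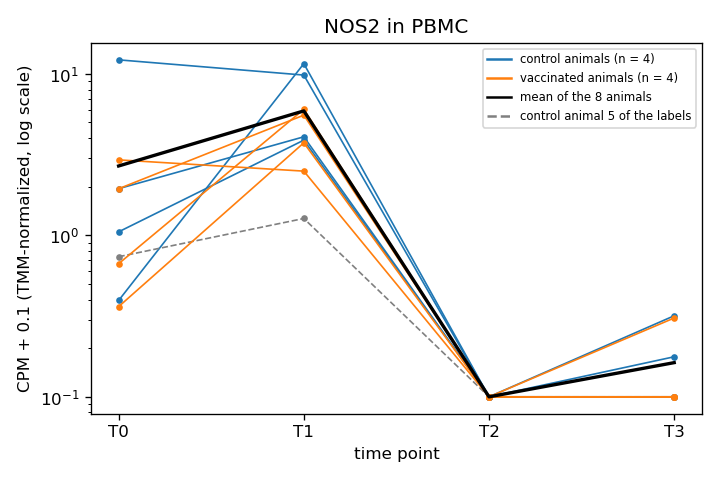
NOS2 level in PBMC, in CPM with a small offset on a log scale (vertical axis), at each time point (horizontal axis). Each thin line is an animal, the thick line is the mean of the 8 animals and the dashed line is control animal 5. All lines reach the offset, a count of 0, at T2.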

NOS2, encoding inducible nitric oxide synthase (iNOS) was extremely down-regulated (log2 FC value was -27.4, p < 0.05) at the acute stage of infection, and ranked at the top of all down-regulated genes (S5 Table). This downregulation was seen also at the timepoint representing the chronic stage of infection (since NOS2 was not detected in DEGS data T3vsT2). iNOS is able to convert arginine into citrulline and nitric oxide (NO), which is considered a defense mechanism in response to pathogen invasion [55]. This result is consistent with previous observation that ovine macrophages failed to generate nitric oxide when incubated with NEJ of *F*. *hepatica* in vitro [56].

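At T3, 7 NOS2 counts were found in the 8 animals together, in 3 of them, and the change from T2 did not pass the threshold (adjusted p = 0.371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against T1, the log2 fold change at T3 was -6.33. Control animal 5 had 0 CPM at T3, and all 9 animals gave 2.79 from T2 to T3, against 2.88 in the 8.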

Regulation of iNOS at the transcriptional level is complex and cell- / species- specific [57]. While there are numerous transcription factors involved in iNOS expression, activation of the IFNγ-regulated transcription factor STAT-1α and thereby activation of the iNOS promoter have been demonstrated to be the essential step for iNOS induction in murine, rat and human cells, and all mammalian iNOS promoters contain several homologies with STAT-1α binding sites (GAS, Interferon-Gamma-Activated Sequence) [57, 58]. It was observed that iNOS induction in murine macrophages was blocked with a disrupted STAT1 gene [59]. In man, the inhibition of iNOS expression by various compounds has been attributed to the inhibition of the JAK-STAT-1 pathway [57]. The data described here shows that the gene expression of IFNγ, IFNγ-receptor, STAT1 and JAK were all significantly down-regulated at T2 compared to T1 (Fig 5). 

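From T1 to T2, IFNGR1 fell by 1.19 on the log2 scale (adjusted p = 1.56e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and JAK2 by 0.55 (adjusted p = 0.00153), in all 8 animals. JAK2 then rose by 0.49 from T2 to T3 (adjusted p = 0.0223), to 49.9 ± 13.3 CPM (SD, n = 8) against 51.6 ± 9.69 at T1. Control animal 5 changed by -0.50 for IFNGR1 and -0.00061 for JAK2 from T1 to T2, and JAK2 by -0.024 from T2 to T3. All 9 animals gave -1.12 for IFNGR1 and -0.48 for JAK2, and 0.46 for JAK2 from T2 to T3.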

Although the mechanism of iNOS induction in ovine cells has not yet been described, our results indicate that the attenuated IFNγ-JAK/STAT pathway is likely account for the extreme down-regulation of iNOS during *F*. *hepatica* infection.

Previous studies have shown that *F*. *hepatica* is capable of generating alternatively-activated macrophages (AAM) characterized by having high arginase activity and low levels of iNOS [11]. We hypothesize that this dramatic down-regulation of iNOS is mainly attributed to alternative activation of macrophages during infection. Since iNOS can be expressed not only in macrophages but also in other immune cells such as CD4+ T cells [60], an interpretation of the suppression of iNOS in this study needs to consider the role of other cells in PBMC population. Previous vaccine studies have suggested that iNOS expression and subsequent NO production is important for an effective host response against the early migrating liver fluke [61]. It will be worthwhile, therefore, to investigate the relationship between the IFNγ-JAK/STAT pathway and iNOS induction in future vaccine/challenge trials with *F*. *hepatica*.

### *F*. *hepatica* comprehensively suppressed Toll-like receptor expression in PBMC

Toll-like receptors (TLR), belonging to the family of pathogen-associated pattern recognition receptors, are usually expressed in sentinel cells and play a key role in the innate immune system. Previous studies suggest that some parasites, for instance, *Leishmania*, *Entamoeba* and *Trypanosoma* can down-regulate TLR expression [62]. 

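The log2 fold changes of toll-like receptor genes from T1 to T2 were -1.90 for TLR1, -1.37 for TLR5, -1.45 for TLR6, -1.12 for TLR7 and -2.24 for TLR10 in the 8 animals. The fall was seen in 7 of 8 animals for TLR5 and in all 8 for the others, and the largest adjusted p-value was 0.000564, for TLR5, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same genes changed by -1.94 for TLR1, -1.29 for TLR5, -1.44 for TLR6, -1.22 for TLR7 and -2.33 for TLR10 over all 9 animals, and by -2.22 for TLR1, -0.71 for TLR5, -1.31 for TLR6, -1.97 for TLR7 and -3.11 for TLR10 in control animal 5.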

Our results showed that *F*. *hepatica* infection significantly downregulated the mRNA expression of TLR1, TLR5, TLR6, TLR7 and TLR10 in PBMC at the acute stage of infection (T2). 

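From T2 to T3, TLR5 rose from 1.07 ± 0.483 to 2.13 ± 0.803 CPM (SD, n = 8), a log2 fold change of 1.01 (standard error 0.31, adjusted p = 0.0369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 7 of 8 animals. With each animal left out in turn, its adjusted p-value reached 0.120. TLR1 changed by 0.14 (adjusted p = 0.642), with a rise in 4 of 8 animals, and TLR7 by 0.18 (adjusted p = 0.536), with a rise in 5. Neither was larger than the spread between animals, and in the control animals alone both fell, although a difference between the groups was not tested. Control animal 5 changed by 0.45 for TLR5, 0.077 for TLR1 and -0.26 for TLR7, and all 9 animals gave 0.91 for TLR5, 0.17 for TLR1 and 0.18 for TLR7.

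**Figure D3:**
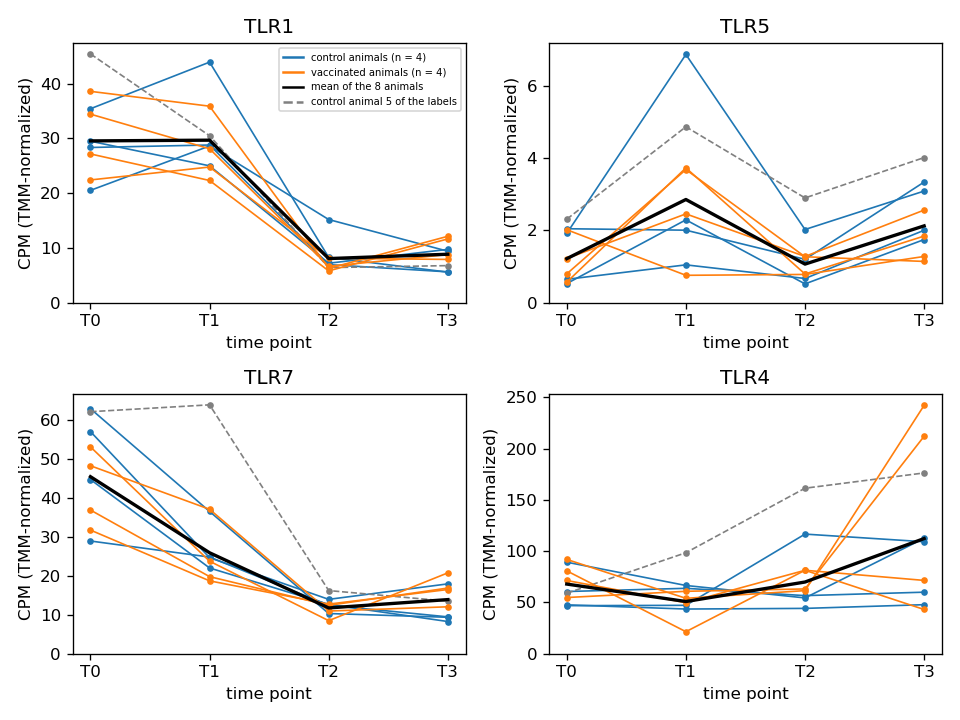
Levels of TLR1, TLR5, TLR7 and TLR4 in PBMC, in CPM (vertical axes), at each time point (horizontal axes). Thin lines are animals, the thick line is the mean of the 8 animals and the dashed line is control animal 5. The lines of single animals cross between T2 and T3 in each plot.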

The transcription of TLR1, TLR5 and TLR7 then rose again to a certain extent at the chronic stage of infection (T3) (Table 3). As the potential transcriptional regulators, the activation states of TLR1, TLR3, TLR4, TLR5 and TLR7 were predicted to be inhibited (Table 4), indicating an attenuated role of them in downstream regulation. Previous studies have suggested that helminth infection can modulate the expression level of TLR and/or their function. For example, stimulation with live microfilariae of *Brugia malayi* can significantly downregulate the mRNA expression of TLR3, TLR4, TLR5 and TLR7 in human monocyte-derived DC [63]. In cattle, the excretory/secretory products of *F*. *hepatica* restricted TLR2/TLR4-mediated activation, which may control excessive inflammatory-induced pathology during *F*. *hepatica* infection [64]. Surprisingly, in our study, TLR4 mRNA expression increased to a peak at the acute stage, then decreased to original levels at the chronic stage. 

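TLR4 had 67.9 ± 18.1 CPM (SD, n = 8) at T0, 50.9 ± 14.4 at T1, 69.9 ± 22.8 at T2 and 112 ± 75.8 at T3. Neither the log2 fold change of 0.49 from T1 to T2 (adjusted p = 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) nor that of 0.51 from T2 to T3 (adjusted p = 0.253) passed, while T3 against T1 did, with 1.00 (adjusted p = 0.00716). TLR4 rose in 6 of 8 animals in the former interval and in 5 in the latter. Control animal 5 had 58.9, 98.4, 161 and 176 CPM, and all 9 animals gave 0.55 and 0.50.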

In general, the present results suggest that *F*. *hepatica* may suppress TLR pathways in the host by down-regulating the expression of TLR1, 5, 6, 7 and 10, in particular during acute stage, which may be an important evasion strategy.

### Regulation of apoptosis-associated genes by *F*. *hepatica* infection

Apoptosis of immune cells has been considered as an immunosuppressive strategy used by *F*. *hepatica* during infection. [65] demonstrated in vitro that *F*. *hepatica*-derived ES was able to induce apoptosis in eosinophils (Eo) by a caspase-dependent mechanism. Further studies suggested that Fh-derived ES induce Eo apoptosis via ROS-mediated mitochondrial-membrane potential loss. In addition, *F*. *hepatica*-derived ES has also been observed to induce apoptosis in peritoneal macrophages in vitro, but the mechanism remains unclear [66].

As shown in S6 Table, the z-scores of the pathways ‘Death Receptor Signaling’ and ‘Apoptosis Signaling’ were 1.5 and 1.3 respectively in T2vsT1 (with p-value < 0.05), indicating an overall increase in the activity of both pathways in T2 compared to T1. Therefore, *F*. *hepatica* may be capable of inducing apoptosis in PBMC during infection.

In general, apoptosis is mainly induced through two distinct pathways, the death receptor pathway (extrinsic) and the mitochondrial pathway (intrinsic) [67]. 

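Of the death receptor genes, TNFRSF25 rose most from T1 to T2, by a log2 fold change of 1.19 (adjusted p = 3.15e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in all 8 animals. TNFRSF1B rose by 0.54 (adjusted p = 0.00250), TNFRSF21 by 0.61 (adjusted p = 0.0414) and the orthologue of TNFRSF10A/B by 0.59 (adjusted p = 0.0282). The threshold was not passed by TNFRSF1A with 0.59 (adjusted p = 0.121), FAS with -0.39 (adjusted p = 0.0546), and the ligand TNFSF12 with -0.056 (adjusted p = 0.901), whose direction changed between settings. The changes in control animal 5 were 1.06 for TNFRSF1A, 1.78 for TNFRSF1B, 1.81 for TNFRSF25, 0.48 for TNFRSF21, 1.92 for the TNFRSF10A/B orthologue, 1.34 for TNFSF12 and 0.47 for FAS, and all 9 animals gave 0.67 for TNFRSF1A, 0.68 for TNFRSF1B, 1.28 for TNFRSF25, 0.65 for TNFRSF21, 0.70 for the TNFRSF10A/B orthologue, 0.055 for TNFSF12 and -0.27 for FAS.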

For the initial step of the extrinsic apoptosis pathway, most death receptors and their corresponding ligands were up-regulated in T2vsT1 including TNF-alpha/TNFR1, TNF-alpha/TNFR2, APO3L/DR3 and death receptor 4, 5, 6, while the FAS receptor was down-regulated (Table 3; S3 Fig). TNF-α is expressed in a wide range of cells but mainly produced by macrophages [68], and is the major extrinsic mediator of apoptosis. Previous in vitro studies suggest that fluke-derived molecules such as fatty acid binding protein (Fh12) may suppress the expression of TNF-α in macrophages [69, 70]. However, this is not inconsistent with our result showing up-regulation of TNF-α expression at one wpi due to the previous observation of the mixed Th1/Th2 response at the early stage of infection. The up-regulation of both TNF-α and TNFR1/TNFR2 suggest a possibility that *F*. *hepatica* could induce the extrinsic apoptosis pathway in PBMC via TNF-TNFR, rather than by the Fas/Fasl model. In the intrinsic pathway of apoptosis, mitochondria release pro-apoptotic proteins [71]. Previous studies suggest that an activated intrinsic pathway is involved in Fh-induced Eo apoptosis, as indicated by the increase level of pro-apoptotic protein cytochrome c [10]. This is consistent with our data, in that the transcription level of the CYCS gene, encoding cytochrome c, was up-regulated at one wpi, and increased to an even higher level at 14 wpi. However, other pro-apoptotic proteins released by mitochondria were down-regulated, including DIABLO, AIFM1 and DFFB (S5 Table).

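CYCS had 54.1 ± 10.5 CPM (SD, n = 8) at T1, 69.2 ± 11.2 at T2 and 73.5 ± 12.3 at T3. It rose by a log2 fold change of 0.36 from T1 to T2 (adjusted p = 0.0168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 6 of 8 animals. The change of 0.070 from T2 to T3 was within the spread between animals (adjusted p = 0.754), with a rise in 4 of 8 animals. Control animal 5 changed by 0.86 and -0.25, and all 9 animals gave 0.43 and 0.032.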

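DIABLO, AIFM1 and DFFB fell in all 8 animals between T1 and T2. The log2 fold changes were -0.61 for DIABLO, -1.14 for AIFM1 and -1.0 for DFFB, with adjusted p-values of 4.88e-06 or less from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In control animal 5 they were -0.66 for DIABLO, -1.87 for AIFM1 and -1.20 for DFFB, and over all 9 animals -0.61 for DIABLO, -1.22 for AIFM1 and -1.03 for DFFB.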

Both the extrinsic and intrinsic apoptosis pathways are caspase-dependent. Previously, it has been shown that in FhESP-induced apoptotic Eo, the activation of caspase -3, -8 and -9 is increased [10]. Caspase-8 is the major initiator in the extrinsic apoptotic pathway, and may also mediate changes in mitochondrial function [72]. 

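CASP8 fell from 100.1 ± 12.1 to 67.0 ± 9.76 CPM (SD, n = 8) between T1 and T2 and in all 8 animals, a log2 fold change of -0.58 (standard error 0.088, adjusted p = 5.14e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It changed by -0.45 in control animal 5 and by -0.56 over all 9 animals.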

Surprisingly, in our study, the transcription of Caspase-8 was down-regulated at one wpi. On the other hand, the most important executioner, caspase-3, was up-regulated at the chronic stage of infection (Table 3). There was no obvious trend in genes governing the regulation of the pro-apoptotic targets of caspases which are associated with the various morphological changes occurring during apoptosis. 

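ACTB rose by a log2 fold change of 0.91 from T1 to T2 (adjusted p = 9.67e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and SPTAN1 by 0.63 (adjusted p = 5.87e-06), each in all 8 animals. Control animal 5 had changes of 1.04 and 0.74, and all 9 animals gave 0.90 and 0.64. LMNA was not analysed here.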

For example, the downstream effector genes ACTB (ACTIN) and SPTAN1 were up-regulated in T2vsT1, while LMNA, and DFFB were down-regulated, indicating a mixed-effect on apoptosis in PBMC (S5 Table; S3 Fig).

In summary, our data suggest that *F*. *hepatica* infection may have an overall role in the activation of PBMC apoptosis. Both extrinsic and intrinsic pathways may be involved and may work synergistically in infected animals. TNFα/TNFR seem to be involved in the initiation of extrinsic apoptosis. Cytochrome c may play a persistently pro-apoptotic role via the intrinsic pathway during infection. However, our data was obtained using a complex PBMC population, it is not surprising that a complex pattern of relevant gene changes was observed. Apoptosis is clearly occurring during *F*. *hepatica* infection, but it was not possible to pinpoint the exact mechanism involved. Taking into account that different mechanisms may be involved in apoptosis of diverse cell species, further study directed at the apoptosis of individual cell types is an obvious next step.

### Down-regulation of Th17 related genes by *F*. *hepatica* infection

Th17 is a relatively newly recognized subset of T helper cells distinct from Th1 and Th2 lineages, characterized by the expression of the RAR-related orphan receptor (ROR) family transcription factor RORγt, IL23 receptor (IL23R), and producing effector cytokines including IL17A, IL17F, IL21 and IL22 [73]. The role of IL17 cells in helminth-driven immune responses is still not fully understood. Studies with Schistosoma species, for example, have indicated that the Th17 response contributes significantly to severe immunopathology [74, 75], and likely in an IL23 dependent manner [76, 77]. Additionally, several studies on nematode parasites also support the robust association of Th17 and IL17 with pathology [78–80]. To date, there is no consistent evidence that Th17/IL17 have a protective effect against helminth infection [81]. In case of Teladorsagia circumcincta infection in sheep, the Th17 cytokine expression correlates with susceptibility to infection [82]. During *Schistosoma haematobium* [83] and *Echinostoma caproni* [84] infection, the Th17-related cytokines (IL17, IL21 and IL23) were associated with protection against parasite re-infection/infection respectively. Also, in a vaccination trial in mice using *F*. *hepatica*-derived synthetic peptides, the most protective peptides stimulated the production of high IFN-γ, IL4 and IL17 levels, indicating that Th17 cells may be involved in protective immune responses [85].

Here, we observed an attenuated Th17 response to *F*. *hepatica* infection with significantly down-regulated expression of the orphan retinoic acid nuclear receptor (ROR) family transcription factor RORγt, IL23/IL23R and IL17F/IL17RC (Table 3). 

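IL23A changed from 18.1 ± 3.54 to 14.5 ± 3.16 CPM (SD, n = 8) between T1 and T2, a log2 fold change of -0.34 that did not pass the threshold (adjusted p = 0.0793 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a fall in 7 of 8 animals. It changed by -0.53 in control animal 5. Over all 9 animals the log2 fold change was -0.36 and passed (adjusted p = 0.0462). IL23 is among the transcripts on whose fall the paper bases an attenuated Th17 response.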

The transcription factor RORγt plays an essential role in differentiation of Th17 cells [86]. Although IL23 is not the differentiation factor of Th17 [87], IL23 plays a fundamental role in stabilizing the Th17 lineage and expanding Th17 responses [86]. Notably, we observed a dramatic down-regulation of IL23R with a fold change of 211. 

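IL23R fell in all 8 animals, from 1.55 ± 0.785 CPM (SD, n = 8) at T1 to 0.193 ± 0.153 at T2, a log2 fold change of -2.88 (standard error 0.45, adjusted p = 7.55e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This is a 7.35-fold fall. The mean at T2 lies below 0.295 CPM, the value of 3 counts in the smallest T2 library, so the size of the fall is uncertain. The counts of the 8 animals added up to 137 at T1 and 17 at T2. The change in control animal 5 was -0.58, and the log2 fold change over all 9 animals was -2.68.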

Previous studies have shown that pathogenic Th17 cells exhibit a unique transcriptional signature, including high IL23R expression, distinguished from non-pathogenic Th17 cells [88]. This downregulation of IL23R in our study may indicate an attenuation of pathogenicity of Th17 cells during infection. Th17 cells are the major source of IL17/IL17A and IL17F in many types of adaptive immunity. IL17F shares the strongest sequence homology with IL17A in the IL17 family, and both cytokines promote the generation of pro-inflammatory cytokines and chemokines [89]. Importantly, dysregulated IL17A and IL17F production can result in excessive pro-inflammatory cytokine expression and chronic inflammation, leading to severe tissue damage [89]. 

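IL17RC changed by a log2 fold change of -1.69 between T1 and T2 (adjusted p = 2.66e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the orthologue of CXCL5 by -1.93 (adjusted p = 0.00199), both falling in all 8 animals. IL17RC then changed from T2 to T3 by 0.24 (adjusted p = 0.591). The changes in control animal 5 were -1.56 for IL17RC and -2.68 for the CXCL5 orthologue from T1 to T2, and that of IL17RC from T2 to T3 was 0.58. All 9 animals gave -1.73 for IL17RC and -1.95 for the CXCL5 orthologue, and 0.27 for IL17RC from T2 to T3.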

Our data showed that one of the IL17F receptor genes, IL17RC, and its downstream chemokine gene CXCL5, were also down-regulated during *F*. *hepatica* infection (Table 3). Compared to IL17A, IL17F was found to be a more potent inducer of CXCL5 [90], a known neutrophil recruiter, indicating that *F*. *hepatica* may avoid excessive neutrophil recruitment during infection by suppressing the IL17F/CXCL5 axis.

In summary, our data suggest *F*. *hepatica* may inhibit the differentiation and stability of Th17 cells and further attenuate their role in promoting immunopathology, which in turn may benefit the parasite’s survival within the host. In addition, as Th17 responses have been proposed to be protective against *F*. *hepatica* [85], it would be interesting to investigate the correlation between the expression levels of IL17-associated genes (RORγt, IL23/IL23R and IL17F) and protection levels in future vaccination trials.

### Potential mechanisms behind immunomodulation in *F*. *hepatica* infection and its relationship with immune-mediated diseases

Epidemiological and experimental studies suggesting an inverse correlation between helminth prevalence and incidence of autoimmune diseases (summarized from [91]), indicate a protective effect of helminth infection against the development of autoimmune disease. Recent studies have demonstrated that this protective ability is associated with the suppression of host Th17 response during helminth infection [92–97]. A study in mice showed that *F*. *hepatica* can attenuate the induction of experimental autoimmune encephalomyelitis (EAE), a rodent model of human multiple sclerosis (MS), by inhibiting Th1 and Th17 responses through a TGFB-dependent mechanism [94]. The authors hypothesized that fluke-induced TGFB may suppress Th17 cells by inhibiting IL23 that would normally promote their development or expansion. Consistent with this hypothesis was the observation that two major secretory antigens of *F*. *hepatica* in their recombinant forms (rFhCL1 and rFhGST-si) suppressed the differentiation of Th17 cells by altering the function of dendritic cells (DC) to secrete reduced levels of IL-23 [98]. Our finding supports this observation, as we observed down-regulation of IL23/IL23R after infection. Previous studies have shown that IL23-deficient (IL23p19-/-) mice were resistant to EAE [99], and IL23-activated Th17 cells exhibited a higher capacity to transfer EAE than IL12-activated Th1 cells [100]. A study based on the IL-12/23 subunit (p35, p19, or p40) deficient mouse model demonstrated that the IL23/IL17 axis (Th17 response) rather than the IL12/IFNγ axis (Th1 response) is essential for the establishment of EAE [99]. The importance of the IL-23/IL17 axis is also supported in human MS [101]. In addition, a chemokine-chemokine receptor system CCL2 (or MCP-1)-CCR2 pathway has been proposed to be essential for development of EAE/MS as this signaling pathway might play an important role in migration of Th17 cells to MS lesions [101]. This is supported by the recent observation that Th17-expressed CCR2 drives Th17 recruitment to the inflamed central nervous system (CNS) during EAE [102]. Interestingly, our data showed a significant down-regulation of CCR2 and its ligand CCL2 induced by *F*. *hepatica* infection (Table 3), suggesting a potential role of *F*. *hepatica* in inhibition of Th17 recruitment into EAE/MS lesions. 

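CCL2 fell from 21.9 ± 12.6 to 6.53 ± 2.74 CPM (SD, n = 8) and CCR2 from 20.8 ± 8.39 to 9.99 ± 4.57 between T1 and T2, in all 8 animals. The log2 fold changes were -1.58 (adjusted p = 0.000117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.08 (adjusted p = 0.00481). In control animal 5 they were -1.89 and -1.92, and over all 9 animals -1.55 and -1.17.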

We hypothesize that *F*. *hepatica* infection may attenuate EAE/MS by suppressing these key genes involved in the IL23/IL17 axis and CCL2/CCR2 signaling pathways. Further identification of specific, or combinations of *F*. *hepatica*-derived molecules involved in suppressing these genes would be for important for further investigation of their immunotherapeutic potential against human MS and other autoimmune diseases.

In conclusion, this is one of the first study which describes gene expression changes of host PBMC in response to *F*. *hepatica* infection. The study was carried out in sheep, which, along with cattle, represent one of the two major livestock species that are the targets for development of vaccines as a control measure for fasciolosis. Overall, our study revealed a Th2-biased immune response to infection, and suppression of Th1/Th17 responses, as expected. The potential regulatory ability of IL12, IL18 and miR155-5p in PBMCs during *F*. *hepatica* infection were proposed and further investigation is warranted. Notably, based on the analysis of the data, we hypothesize that up-regulated TGFβ1, involved with induction of fibrosis during infection, may work through SMAD2/3/4 signaling. The inhibitory-Smad protein (SMAD7) may play a key role in limitation of fibrosis formation in ovine fasciolosis. The comprehensive down-regulation of Toll-like receptors (e.g. TLR1, 5, 6, 7 and 10) and up-regulation of death receptors (e.g. TNFR1, TNFR2, DR3, 4, 5 and 6) was observed in PBMC obtained from sheep during the early stage of infection, and this indicates that *F*. *hepatica* may attenuate the inflammatory response through altering the function of sentinel cells and inducing apoptosis in PBMC. Finally, *F*. *hepatica* likely inhibits the differentiation and stability of Th17 cells through down-regulation of the transcriptional factor RORγt and IL23/IL23R. The dataset provided here, from one of the major target livestock species provides information pertinent to understanding of the immune response to fasciolosis, as well as a base from which to further refine development of vaccines. This study also shed a light on helminth-mediated immunoregulation as it may impact on control of allergic and immune-mediated diseases of man and animals.

## Supporting Information

S1 Table Parameters used in STAR. (XLSX) Click here for additional data file.

S2 Table Primer-design and qPCR results. (XLSX) Click here for additional data file.

S3 Table Summary information of alignment of 32 libraries. (XLSX) Click here for additional data file.

S4 Table Thirty-six DEGS from vaccinated versus control animals. (XLSX) Click here for additional data file.

S5 Table DEGS list of T2vsT1 and T3vsT2, respectively. (XLSX) Click here for additional data file.

S6 Table Significantly overlapped IPA canonical pathways in T2vsT1 and T3vsT2, respectively. (XLSX) Click here for additional data file.

S1 Fig **(A) Number of *Fasciola hepatica* recovered from the liver at necropsy. (B) Faecal egg counts at 10 and 16 wpi.** For both graphs, dots represent individual animals. Lines indicate means per group +/- SEM. ‘Vacc’ means vaccinated group. ‘Ctrl’ means control group. Differences between groups were tested using the Mann–Whitney U test. A p value of <0.05 was considered statistically significant. The results showed no significant difference between vaccinated and control groups in terms of neither fluke burden nor faecal egg counts.
(TIF) Click here for additional data file.

S2 Fig QC plot showing the expression density plot for the individual samples in each time point after filtering. Based on this plot there is no evidence of any poor quality or outlier libraries and aggressive normalization (e.g. quantile normalization) was not required.
(TIF) Click here for additional data file.

S3 Fig Death receptor signaling pathway. This pathway is represented with gene expression (log_2_ fold-change) values overlaid. Red shading indicates increased expression in PBMCs at T2 compared to T1. Green shading indicates decreased expression in PBMCs at T2 compared to T1. Color intensity indicates degree of expression level. White and grey shading indicates not significantly differentially expressed and filtered out due to low expression respectively.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

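PBMC were sampled from sheep at 4 time points, before vaccination (T0), before infection (T1), and 1 week (T2) and 14 weeks (T3) after infection with 90 metacercariae, in 4 control and 4 vaccinated animals. The authors aligned stranded mRNA reads to the sheep genome (Oar v3.1, Ensembl release 79) with STAR 2.3.0e_r291, counted reads on genes with featureCounts from Subread 1.3.5-p4, and deposited the raw counts of each gene in each library, without normalization or a filter. The files hold whole numbers for 36 libraries, 32 of them from the paper's animals and 4 from another control animal, numbered 5 in the labels and not listed in S3 Table.

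Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were made with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with at least 10 counts in at least 4 libraries were kept, libraries were scaled by TMM, and edgeR's robust quasi-likelihood F-test was applied with the animal as a block, the time points and their interaction with vaccination. P-values were adjusted by the Benjamini-Hochberg method at a false discovery rate of 5%. The pairing of libraries by animal came from S3 Table and the sample labels, which give the same animal numbers at the 4 time points. Changes over time were averages over both groups. Vaccinated and control animals were compared at each time point without the block, which would remove the difference, and over T1 to T3 after the counts of each animal were summed. CPM values are TMM-scaled. The principal component analysis used log2 CPM with a prior count of 2, and its groups were compared with exact permutation tests.

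Library totals limit the precision. A count of 3 in the smallest library was taken as the lowest level that could be shown, and intervals of this kind cover counting error only. In a test on simulated counts with these totals, 200 of 13552 tested genes were changed by a fold change of 2. It recovered 97% of them with 10 false calls, and made 0 calls when no gene was changed. The changed genes were drawn only from those with a higher mean level, and far fewer changed than in the data. The 97% therefore does not apply to genes with few counts or to smaller changes.

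The genes named in the text were chosen by a rule set before the data were examined. It takes each gene named in the results, the discussion, Tables 1, 3 and 4 and S2 Table with an identifier in the paper's tables, the 5 largest rises and the 5 largest falls among DEGs with the same direction in all 8 animals in T2vsT1 and T3vsT2, and the genes that passed between vaccinated and control animals. Of genes without a name, few are printed, and some of the genes named by the paper are not reported here. The alternatives were other tools (limma-voom with the animal as a random effect, and DESeq2), other scaling, other filters, no block, all 9 animals, only the time points compared, the sequencing pool as a covariate, each group alone, a fold change of at least 2, and each animal left out in turn.

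Sets of marker genes of cell types, and the pathways and upstream regulators of the paper, were not analysed here, because fewer than 80% of their members could be matched to an identifier. Of 177 pathways listed for T2vsT1, 2 were exceptions, which the text of the paper does not name and which were not analysed here either. Identifiers were matched to names from the paper's tables alone, and no gene coordinates were used.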

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

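The tests of the sequencing pool and of vaccination for T1vsT0, and that of the choice of animals, were chosen only after the result was seen. The fits they use had been set before the data were examined, for other purposes. Tests of a stress response were chosen after HSP70 was seen to fall. The others were chosen before.

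Single samples lay far from the rest of their group in 8 of 122 groups examined, by the size of the gap to the nearest of the others. By chance about 1 group in 20, or 6.10 groups, would show this, so that the number is close to what chance gives. For libraries, these were a total of 13175113 counts for vaccinated animal V2 at T2, against 10535078 to 10831761 in the others, and 5.56% of counts in the 10 most counted genes for V4 at T0, against 6.19% to 6.28%. On PC1, vaccinated animal V3 scored -28.7 at T1, against -42.8 to -41.4, and on PC2 control animal C2 scored 19.3 at T1, against -35.2 to -32.7. For genes, the log2 change from T1 to T2 of HAS1 was 5.00 in V2. From T2 to T3, the changes were -0.58 for SMAD4 in C1, -1.77 for PAI-1 in C1 and -0.63 for TGFBR1 in C4. A wrong animal label was tested by asking which library of another time point each resembled most after the group means were removed. By this measure 0 libraries were closest to one of another animal. An exchange of time points within an animal was not tested. No biological explanation was tested for these samples.

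HSP70 and HSPA6, which S5 Table lists and the text of the paper does not mention, fell in all 8 animals from T1 to T2, with log2 fold changes of -6.46 and -5.93. Summed over both HSP70 copies, the level lay between 376 and 19986 CPM at T0 and T1 and between 21.9 and 54.7 CPM at T2 and T3. Control animal 5 had 151 and 114 CPM at T0 and T1, and 29.6 and 67.8 at T2 and T3. The sequencing pool did not account for the fall, which was -6.30 with the pool in the fit. A stress response of the cells at collection or processing is a candidate explanation, and 2 tests were made of it. Across the T0 and T1 libraries, the slope of genes on the HSP70 level was predicted to oppose their change from T1 to T2 (a negative correlation), whereas Spearman's rho across 13757 genes, which are not independent replicates, was 0.376, opposite in sign to the prediction. With slopes from log2 CPM it was 0.363, and as large in size in 5 of 100 permutations of the animals, the real order included. With log2 HSP70 of each library in the fit, 3501 T2vsT1 DEGs were found, against 6930 without it. A loss was bound to occur, since the median standard error was 2.73 times as large when HSP70, which itself separates the time points, was included. The permutations gave values from -0.348 to 0.379, so that the former test tells nothing either way, and the latter could not have tested a stress response. Neither shows it as a source of T2vsT1 DEGs. No uninfected animals were sampled at T2, and the fall of these genes cannot be told apart from a difference in handling or stress between the collections.

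Between T0 and T1, before infection, 1204 DEGs were found (657 up-regulated and 547 down-regulated), a comparison the paper does not report. Of 100 assignments of the T0 and T1 labels within animals, 1, the real one, gave as many; the others swapped the labels of some of the animals. Library totals did not differ between T0 and T1 (2-sided exact sign-flip test, p = 0.50), nor did the share of counts in the 10 most counted genes (p = 0.406). The change was not related to gene length (Spearman's rho across genes -0.0272), and with the sequencing pool in the fit 1201 DEGs were found. Vaccination, given between T0 and T1 to the vaccinated group only, was not detected as their source: the change differed between the groups in 0 genes, with 444 at an unadjusted p-value under 0.05. Tested alone, control animals gave 26 DEGs and vaccinated animals 461. What else changed between the collections, such as the age of the animals or the handling of the cells, was not tested, and the DEGs cannot be told apart from it.

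The change from T0 to T3 differed between vaccinated and control animals, by a test of the interaction, in 7 genes. Of the splits of the 8 animals into 4 and 4, 2 of the 35 gave as many. With control animal 5 added, 0 genes passed (1439 at an unadjusted p-value under 0.05). The difference cannot be told apart from the choice of animals or from an arbitrary grouping of them.

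Before vaccination, at T0, the groups differed in 16 DEGs, a time point without a difference in treatment. Among the splits into 4 and 4, 4 of the 35 gave as many, and the highest number in another split was 939. The number cannot be told apart from differences between single animals, and no biological explanation was tested.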

How the results depend on the processing

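Chosen after seeing the data were limma-voom on the 2 time points compared with the genes in the range of the paper's list, the HSP70 level as a covariate, the fold-change limit after multiplying log2 fold changes by 4, leaving out animals in the principal component analysis, the alternatives for the genes of S4 Table, and for the interactions all but the model without the block, limma-voom and all 9 animals. The other alternatives were chosen before the data were examined. A number of genes was counted as changed when it moved by a factor of more than 1.5, and unless a value is named the cause was not tested.

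The number of T2vsT1 DEGs, 6930, stayed within that factor without the block, with limma-voom, DESeq2, other scaling, other filters, all 9 animals, the 2 time points alone, the sequencing pool, vaccinated animals alone and each animal left out (6131 to 6817). It was 3776 in control animals alone, 1591 with a fold change of at least 2, and 3501 with HSP70 as a covariate. With library size alone the median of all genes moved by -0.15 on the log2 scale and the balance between rising and falling genes moved with it, as it must when all genes are shifted alike.

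T3vsT2 DEGs, 1566 in number, were less stable. They fell to 651 without the block, 4 in control animals alone (1647 at an unadjusted p-value under 0.05), 544 in vaccinated animals alone and 134 with a fold change of at least 2, and ranged from 616 to 1609 across the 8 fits that each left out an animal. They rose to 2478 with the T2 and T3 libraries alone and to 2711 with limma-voom on these libraries. Whether the change differed between the groups was not tested for T3vsT2. Multiplying log2 fold changes by 4 before the fold-change limit gave 6799 T2vsT1 and 1554 T3vsT2 DEGs.

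For T1vsT0, 1204 DEGs became 467 without the block, 26 in control and 461 in vaccinated animals alone, 227 with a fold change of at least 2, and 706 to 1181 with an animal left out. For T3vsT1, 6380 became 2977 in control animals alone and 1393 with a fold change of at least 2. DEGs shared by T2vsT1 and T3vsT2 with the same direction, 170, became 45 without the block and 68 to 158 with an animal left out, and those with opposite direction, 868, became 381 and 315 to 891. Opposite directions outnumbered the same direction in each of these fits.

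Numbers of DEGs between vaccinated and control animals depended on the setting throughout. At T0, 16 became 6 with limma-voom, 181 with DESeq2, 7 without a filter, 1 with all 9 animals, 1 with the T0 libraries alone and 2 to 232 with an animal left out. At T1, 3 became 9 with DESeq2, 0 with all 9 animals (858 at an unadjusted p-value under 0.05), 0 with the T1 libraries alone (859 unadjusted) and 1 to 141 with an animal left out. At T2, 1 became 2 with DESeq2, 0 with at least 10 counts in every sample (890 unadjusted), 0 with all 9 animals (1066 unadjusted), 12 with the T2 libraries alone and 0 to 2 with an animal left out. At T3, 3 became 21 with DESeq2, 1 without a filter, 1 with all 9 animals, 0 with the T3 libraries alone (811 unadjusted) and 1 to 7 with an animal left out. For T1 to T3 combined, 1 became 11 with limma-voom, 34 with DESeq2, 0 with at least 10 counts in every sample (806 unadjusted), 0 with all 9 animals (1132 unadjusted), 103 with separate samples and 0 to 3 with an animal left out.

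The number of genes with a different change from T0 to T3 between the groups, 7, became 1 without the block, 1 with limma-voom, 0 with all 9 animals, 165 with DESeq2, 4 with library size alone and 1 to 38 with an animal left out. From T0 to T2, 0 became 202 with DESeq2 and 0 to 58 with an animal left out. From T1 to T2, 0 became 5 and 0 to 47. From T0 to T1, 0 genes passed in all of these fits, with 444 at an unadjusted p-value under 0.05 in the 8 animals.

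The number of S4 Table genes past the threshold at T0 was 30 and stayed within the factor in all alternatives (23 to 33 with an animal left out). The variance on PC1, 30.3%, became 27.3% with genes scaled to unit variance, 28.1% with a prior count of 0.5, 34.2% with the 500 most variable genes, 31.3% with library size alone and 30.2 to 32.0% with an animal left out. Over the 1998 rows of S5 Table that were read, the slope of the listed on the estimated log2 fold changes was 3.93. It was 4.00 with limma-voom and 4.00 with limma-voom on the 2 time points.

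Of 1016 values for the 64 genes named for T2vsT1 under the alternatives, 943 kept their direction and side of the threshold, 51 no longer passed, 15 newly passed and 7 reversed, all for TNFSF12. Its log2 fold change of -0.056 became 0.049 with limma-voom, 0.055 with all 9 animals, 0.14 in vaccinated animals alone, 0.015 with the sequencing pool, and ranged from -0.37 to 0.22 with an animal left out; it did not pass the threshold in any of them. Of 288 values for the 18 genes named for T3vsT2, 266 were unchanged in this sense, 19 no longer passed, 0 newly passed and 3 reversed. In control animals alone TLR1 changed by -0.29 and TLR7 by -0.19, and CYCS ranged from -0.00039 to 0.12 with an animal left out. With each animal left out, 53 of the T2vsT1 genes and 15 of the T3vsT2 genes kept direction and side of the threshold in all fits.

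Not run were the alternatives for sets of marker genes (a prior count of 0.5, the median over the genes of a set, and all 9 animals), since too few of their members had an identifier. Depth limits NOS2, which had no counts at T2, so that the size of its fall is not fixed by the data.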

Differences from the paper's values

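Numbers of genes differed in these cases. In T3vsT2, 672 genes were down-regulated, against the paper's 1116; of the alternatives set before the data were examined, DESeq2 gave 860 and the T2 and T3 libraries alone 1089, both within a factor of 1.5, and the others did not. Limma-voom on these libraries, chosen after seeing the values, gave 1287. With a fold change of at least 2, 1591 T2vsT1 DEGs remained against the paper's 4593, and 134 T3vsT2 DEGs against the paper's 867. No alternative had been set for these numbers; with log2 fold changes multiplied by 4, a setting chosen after seeing the values, T2vsT1 gave 6799, within a factor of 1.5 of the paper's number, and T3vsT2 gave 1554, which is not.

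Between vaccinated and control animals at T2, 1 DEG was found against the paper's 12. With the T2 libraries alone, an alternative set before the data were examined, the number was 12; the others did not close the gap. For T1 to T3 combined, 1 DEG was found against the paper's 36, and with DESeq2, also set before, 34, while the remaining alternatives gave numbers farther away.

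In the comparison of the DEGs of T2vsT1 and T3vsT2, 335 genes were up-regulated in T3vsT2 alone against the paper's 811, and 193 down-regulated against the paper's 722. In both comparisons, 114 were up-regulated against the paper's 215, and 56 down-regulated against the paper's 213. None of the alternatives set for this comparison before the data were examined closed these gaps. A setting set for other results, the fit of the 2 time points compared, gave 190 up-regulated in both, within a factor of 1.5. Genes that rose and then fell numbered 423 against the paper's 182, and those that fell and then rose 445 against the paper's 223. Here the fit without the replicate block gave 183 and 198, leaving out C1, C4 or V2 gave 171, 177 and 126 for the former (leaving out V1 came within a factor of 1.5 as well), and leaving out C1, C4, V1 or V2 gave 212, 216, 233 and 189 for the latter. Of the settings set for other results, library size alone gave 174 and the fit without a filter 256 for the former, and vaccinated animals alone 201 for the latter. The other settings set before the data were examined did not come within a factor of 1.5.

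For single genes, the values from the counts were closer to no change than the paper's, apart from those with another direction named below. From T1 to T2, the log2 fold changes were 0.98 for COL1A1 (the paper's 3.87), -1.75 for IL6 (the paper's -7.404), -0.90 for IL15 (the paper's -3.363), 0.69 for CD40 (the paper's 2.742), 0.50 for CD28 (the paper's 2.007), 0.64 for IL10RA (the paper's 2.592) and -1.35 for IL18 (the paper's -5.513). For the genes of S2 Table, they were 2.04 for SKI (the paper's 8.14), 1.11 for SMAD7 (the paper's 4.52), 1.01 for MAP2K4 (the paper's 4.06), -1.28 for HSPB1 (the paper's -5.12), -0.73 for IL10 (the paper's -2.99), -3.46 for CSF2 (the paper's -11.25) and -0.66 for TREM1 (the paper's -2.6). For the rest of that table, they were 1.71 for A2M (the paper's 7.15), -1.12 for IL1A (the paper's -3.99), -9.22 for NOS2 (the paper's -27.4), 1.40 for IL4 (the paper's 5.98), -0.98 for IFNG (the paper's -3.96), -1.19 for IFNGR1 (the paper's -4.68) and 1.74 for PPARA (the paper's 7.07). The fall of IL23R was 7.35-fold against the 211 in the paper's text, with a mean at T2 below the lowest level that the depth can show. Table 3 of the paper lists a much larger fall of IL23R than this 211-fold, so that its 2 values differ. NOS2 had no counts at T2, so neither the size of its fall nor its distance from the paper's value is fixed by the data.

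As ratios of T2 to T1, the values were 1.21 for TGFB1 (the paper's 2.231), 1.40 for SMAD3 (the paper's 3.775), 1.43 for SMAD4 (the paper's 4.242), 1.21 for PAI-1 (the paper's 47.729), 0.683 for JAK2 (the paper's 0.217), 0.268 for TLR1 (the paper's 0.005), 1.40 for TLR4 (the paper's 3.664), 0.386 for TLR5 (the paper's 0.036), 0.367 for TLR6 (the paper's 0.017), 0.460 for TLR7 (the paper's 0.045), 0.212 for TLR10 (the paper's 0.002), 1.63 for TNF (the paper's 9.386) and 1.50 for TNFRSF1A (the paper's 4.515). Further ratios of T2 to T1 were 1.46 for TNFRSF1B (the paper's 4.461), 0.962 for TNFSF12 (the paper's 16.755), 2.28 for TNFRSF25 (the paper's 27.218), 1.51 for the TNFRSF10A/B orthologue (the paper's 5.83), 1.53 for TNFRSF21 (the paper's 6.005), 0.762 for FAS (the paper's 0.317), 1.29 for CYCS (the paper's 2.776), 0.792 for IL23A (the paper's 0.398), 0.343 for IL17F (the paper's 0.017), 0.309 for IL17RC (the paper's 0.01), 0.262 for the CXCL5 orthologue (the paper's 0.005), 0.334 for CCL2 (the paper's 0.012) and 0.473 for CCR2 (the paper's 0.048).

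From T2 to T3, the ratios were 0.872 for SMAD4 (the paper's 0.478), 1.17 for IFNG (the paper's 2.304), 1.10 for TLR1 (the paper's 5.057), 1.43 for TLR4 (the paper's 0.363), 2.02 for TLR5 (the paper's 105.282), 1.13 for TLR7 (the paper's 3.136), 1.05 for CYCS (the paper's 9.148) and 1.18 for IL17RC (the paper's 2.074). The log2 fold change of COL1A1 was 0.58 against the paper's 3.33. For none of the genes in T2vsT1 or T3vsT2 did an alternative set before the data were examined close the gap. A possible common factor of 4 in the listed T2vsT1 values, described below, was tested only after the result was seen.

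The paper counts TGFB1, PAI-1 (under the identifier labelled SERPINE3/PAI-1), TLR4, TNFRSF1A, FAS and IL23A among the T2vsT1 DEGs. Here they did not pass in the 8 animals. The adjusted p-values were 0.0537 for TGFB1, 0.310 for PAI-1, 0.162 for TLR4, 0.121 for TNFRSF1A, 0.0546 for FAS and 0.0793 for IL23A from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all 9 animals, TGFB1 and IL23A passed. TNFSF12 did not pass (adjusted p = 0.901 in the 8 animals), nor does its adjusted p-value in Table 3 lie under 0.05. Its direction differed, with a log2 fold change of -0.056 where the paper gives a rise. The paper lists COL1A1, SMAD4, IFNG, TLR1, TLR4, TLR7, CYCS and IL17RC as T3vsT2 DEGs; here the adjusted p-values were 0.235 for COL1A1, 0.0905 for SMAD4, 0.529 for IFNG, 0.642 for TLR1, 0.253 for TLR4, 0.536 for TLR7, 0.754 for CYCS and 0.591 for IL17RC. For TLR4 the paper states a return to the original level at T3, whereas the mean rose further, with a log2 fold change of 0.51 from T2 to T3. The paper found no DEGs between vaccinated and control animals at T0, T1 and T3, where 16, 3 and 3 were found here in a fit of all 32 libraries that does not model the repeated sampling of an animal. With the libraries of the time point alone, an alternative set before the data were examined, the numbers were 1, 0 and 0, and 859 genes at T1 and 811 at T3 had an unadjusted p-value under 0.05. With all 9 animals they were 1, 0 and 1, with 858 genes at T1 at an unadjusted p-value under 0.05. Limma-voom with the animal as a random effect gave 6 at T0, 2 at T1 and 3 at T3.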

Other observations

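Chosen only after the result was seen were the tests of the sequencing pool, time or collection day, a common factor and the qPCR scale. So were those of the row number and of another filter or model for S5 Table, and of random exchanges of names for Fig 3. The other tests were chosen before. The fit with the sequencing pool had itself been set before the data were examined, as an alternative.

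The number of T2vsT1 DEGs, 6930, was reached in 1 of 100 assignments of the T1 and T2 labels within animals, the real one. The others swapped the labels of some animals, and the highest number among them was 5590. Library totals did not differ between T1 and T2 (2-sided exact sign-flip test, p = 0.242), and the change was not related to gene length (Spearman's rho across genes 0.00517). With the sequencing pool in the fit the number was 7347. The share of counts in the 10 most counted genes did rise, by 0.917 percentage points on average and in 7 of 8 animals (2-sided exact sign-flip test, p = 0.0156). A few genes taking more of the counts could therefore shift the others, a shift that TMM scaling is meant to remove. With library size alone, 6842 DEGs were found, 2165 rising and 4677 falling, against 3310 rising and 3620 falling with TMM. The total cannot show the effect of such a shift, since it trades rises for falls. Time or collection day cannot be told apart from infection, since all animals were infected and 0 uninfected animals were sampled at T2.

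For T3vsT2, 1 of 100 assignments of labels within animals gave as many DEGs as the real one, itself included, and for T3vsT1 1 of 100, again the real one. Between vaccinated and control animals, 2 of the 35 splits of the 8 animals into 4 and 4 gave as many DEGs at T1, 14 of the 35 at T2, 6 of the 35 at T3 and 11 of the 35 for T1 to T3 combined. These results are not told apart from an arbitrary grouping of the animals. Where no gene differed in its change between the groups, every split gives at least as many by definition, 35 of the 35 from T0 to T1 (with 444 genes at an unadjusted p-value under 0.05), 35 of the 35 from T0 to T2 (2071) and 35 of the 35 from T1 to T2 (1228), so that the splits tell nothing there. For the genes of S4 Table at T0, 1 of the 35 splits gave as many past the threshold, and the highest number in another split was 5; the genes had been chosen on this grouping of the same animals, so that the splits do not test where the difference comes from.

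Control animal 5 had, at 2 of 4 time points, a library total or a mean correlation with the control libraries below those of all 8 animals. At T1 the total was 9410717 counts and at T2 8772829. Whether a poor library is why it was left out of the paper cannot be told from these values.

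The log2 fold changes listed for T2vsT1 in S5 Table were larger than those from the counts. Of this list 1998 rows were read, fewer than the paper's 3134 up-regulated and 3356 down-regulated DEGs. With limma-voom on the T1 and T2 libraries, 1992 of these rows lay close to 4 times the value from the counts (tolerance of the match 0.15). The median ratio was 4.00. This is consistent with one common factor of 4 in the listed values. The qPCR values of S2 Table were closer to the values from the counts than to the listed ones for 15 of 15 genes. In S4 Table the listed values had a median ratio of -4.07 to the log2 difference of vaccinated from control animals, and 0 of the 36 genes had the same sign as listed.

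For T3vsT2 the listed values did not follow the genes they stand beside. The correlation across genes between listed and estimated log2 fold changes was 0.0355 (Pearson's r across genes, which are not independent replicates), where another filter or model would leave a clear relation. Of this list 581 rows were read, fewer than the paper's 1248 up-regulated and 1116 down-regulated DEGs. The number in an identifier was then read as the row number of a gene in a list of 13169 tested genes. This list kept the order of the deposited counts, which is not that of the identifiers. It was limited to the range of identifiers in the paper's list, with a stricter filter on low counts than the main analysis. At the same tolerance, 580 of the 581 rows matched the gene at that row, against 0 by identifier and 2 with the numbers shuffled. The matching allowed for rows shifted by up to 2 places. A candidate explanation is that row numbers were used as gene identifiers in this list.

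The same explanation was tested on other parts of the paper. In Table 3, 9 of 10 T3/T2 ratios matched the gene at the row number (tolerance of the match 0.15), and 1, IL17RC, matched the named gene as well. The number for CYCS lies beyond the list. In Fig 3, the paper's numbers give 48.6% of 833 shared DEGs with opposite direction. With limma-voom on the time points compared the share was 85.4% of 1763, and after the T3vsT2 genes were renamed by row number it was 49.9% of 870. In 100 random exchanges of these names it was 46.7% to 54.6% of 803 to 926, so that the share in Fig 3 cannot be told apart from any other exchange of names. The matches in Table 3 may reflect the same use of row numbers, which is a hypothesis found and tested on the same data.

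Of the 727 genes that were DEGs in both T1vsT0 and T2vsT1, 518 changed in opposite directions; the comparisons share the T1 libraries. In T3vsT2, AIFM1 rose by 0.70 (adjusted p = 0.00201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 8 of 8 animals) and IL18 by 0.97 (adjusted p = 0.0464, in 8 of 8 animals).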
